# LINE-1 transposition into murine *Thyroglobulin* results in congenital thyroid dysplasia

**DOI:** 10.1371/journal.pone.0325493

**Published:** 2025-07-08

**Authors:** Wendy J. Bailey, Bart M. G. Smits, Zoltan Erdos, John M. Gaspar, Pamela Lane, Sabu Kuruvilla, Thomas W. Rosahl, Douglas Thudium, Jingzhou Wang, Warren E. Glaab, Melissa MacGowan, Heather Multari, Christine Cumo, Adam Navis, Thomas Forest

## Abstract

A spontaneous mutation in the wild type C57BL/6NTac mouse was discovered that is associated with early-onset histopathologic sequalae typical of thyroid dysplasia. The spontaneous mutation resulted from insertion of a L1 long interspersed nuclear element (LINE-1) into an intron within the Thyroglobulin (*Tg*) gene. The mouse genome contains a significant amount of retrotransposon DNA, and these mobile genetic elements routinely change genomic location through retrotransposition, including in germ cells. Analysis of the thyroid transcriptome suggested that the presence of the LINE-1 interferes with the *Tg* gene splicing, resulting in exclusion of exon 26 from most *Tg* transcripts in animals homozygous (HOM) for the insertion. The LINE-1 insertion allele of the *Tg* gene has been designated *Tg*^*tdys-Tac*^. The resulting phenotype is inherited in an autosomal dominant manner with affected mice exhibiting thyroid follicular cell dysplasia that progresses to thyroid adenoma by 9 months of age with complete penetrance in homozygotes. Serum thyroid hormone measurements revealed a decrease in triiodothyronine (T3) levels in homozygotes at 12 months of age, as well as a decrease in tetraiodothyronine (T4) levels at 6–9 months and at 12 months of age in both heterozygotes and homozygotes. In addition, serum Thyroid Stimulating Hormone (TSH) level was strongly increased in homozygotes at 6–8 months of age, consistent with hypothyroidism. Computational molecular modeling showed that omission of the 64 amino acids from the TG protein arm domain, which is the consequence of exon 26-skipping in the *Tg* transcript, results in decreased local stability. This result in combination with the observed up-regulation in unfolded protein response (UPR) pathways in the thyroids of affected animals, identifies the arm domain of TG as important for its proper cellular distribution. This report describes a spontaneous retrotransposon insertion causatively linked to dysregulated physiological phenotypes in a widely used inbred mouse strain.

## Introduction

The thyroid gland is part of the endocrine system responsible for regulating metabolism in mammals. The thyroid synthesizes and secretes thyroid hormones (TH), namely triiodothyronine (T3) and thyroxine (T4). The production of T3 and T4 is primarily regulated by a feedback loop starting with the hypothalamus secreting thyroid releasing hormone (TRH) this in turn, stimulates the pituitary gland to produce and release thyroid-stimulating hormone (TSH). TSH then signals the thyroid to releasing T3 and T4. These hormones are responsible for regulating heart rate, breathing, weight, body temperature and cholesterol levels among other functions. Thyroid follicles are the functional unit of the thyroid responsible for TH production and secretion from a spherical structure made up of an outer monolayer of thyrocytes and a central lumen filled with colloid consisting of highly concentrated TG. TG is a secretory protein synthesized in the thyrocyte endoplasmic reticulum (ER) [1]. This homodimeric glycoprotein functions include iodide storage and TH biosynthesis. Structurally, TG is made up of repeating domains designated region I, II-III, and the cholinesterase-like (ChEL) domain. TG maturation involves intracellular transport into the endoplasmic reticulum, where it starts to fold with the assistance of thyrocyte ER chaperones and oxidoreductases, as well as coordination of distinct regions of TG, to achieve a native conformation [2,3]. A functional attribute of the TG protein is the folding of regions I-II-III and ChEL into an independent functioning unit serving to stabilize the homodimerization of the ChEL domain which in turn serves as an intramolecular chaperone escorting TG through the secretory pathway [3]. Among vertebrates, an array of spontaneous mutations in TG have been described that cause congenital hypothyroidism and thyroidal ER stress [4–8]. These TG mutants are unable to achieve a native conformation within the ER, interfering with the efficiency of TG maturation and export to the thyroid follicle lumen for iodide storage and hormonogenesis [9].

LINE-1 are retrotransposons that make up 17% and 20% of the human and mouse genomes respectively [10,11]. Full-length LINE-1 can be autonomously active as they encode open reading frames ORF1 and ORF2 required for retrotransposition. LINE-1 inserted in the forward orientation within genes are largely inactivated due to probable deleterious effects on gene expression [12,13]. This is documented as the majority of the 500,000 LINE-1 copies found in mammalian genomes are truncated and/or rearranged. In humans, only about 0.02% remain full-length, retaining the ability to be transcribed and to transpose to a novel location. However, when retrotransposition happens in a germ cell, the novel allele may be passed on to the next generation and subsequently spread in the population.

Alterations of gene sequences that make up the canonical splice donor site (SD or 5’ splice), or splice acceptor site (SA or 3’ splice) may either lead to exon skipping, or it may result in the usage of cryptic splice sites in the vicinity [14]. While full-length LINE-1 capable of retrotransposition are rare, there are numerous examples of transposable elements disrupting normal gene expression in mice after translocating into non-coding regions including causing deafness due to a structural defect in the cochlear stria vascularis [15], an obese phenotype by mutating the *ob* gene [16], an autoimmune phenotype by disrupting the *lpr* gene encoding the Fas antigen [17] and a complex motor disorder due to aberrant splicing of the *Glyrb* gene [18].

C57BL/6 is one of the most used mouse strains in biomedical research. C57BL/6 substrains maintained at different facilities acquire spontaneous mutations, which could have phenotypic consequences. In this report, we describe the discovery of an intronic LINE-1 in the *Tg* gene in the wildtype C57BL/6NTac (B6NTac) mouse maintained at Taconic Biosciences. This spontaneous mutation was shown to correlate to animals which exhibited thyroid dysfunction, as displayed by decreased serum TH levels, and thyroid follicular cell dysplasia that progressed to thyroid adenoma by 9 months.

## Results

### Thyroid dysplasia is associated with aberrantly spliced *Tg* transcripts

We discovered that animals from several independent mutant strains on the B6NTac background unexpectedly showed severe thyroid dysplasia, while several other mutant strains on the B6NTac background and wild type animals on the C57BL/6NCrl (B6NCrl) background were unaffected. We hypothesized that a spontaneous mutation could have arisen in the B6NTac colony affecting a portion of the strain.

To understand the molecular nature of the thyroid dysplasia (phenotype described in detail below), we focused on the *Tg* gene due to its essential role in thyroid function, its abundant expression in the thyroid tissue and the existence of characterized mutations resulting in thyroid dysfunction.

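In the RNA sequencing of thyroids from 5 affected and 7 unaffected mice, *Tg* (ENSMUSG00000053469, plus strand of chromosome 15, GRCm38, from 66670753 to 66850721) held more counts than any other gene in each of the 12 mice. Its share of all gene counts was 16.9% ± 5.91 (SD, n = 5) in affected mice and 24.1% ± 2.99 (SD, n = 7) in unaffected mice. Single affected mice ranged from 10.7% to 24.3% and single unaffected mice from 21.6% to 29.6%. The 95% Wilson interval of the share in any single mouse spanned at most 0.0495 percentage points and covers counting error only. The difference between the group means was -7.19 percentage points (exact two-sided permutation test over all splits of the 12 mice, p = 0.0139, where 0.00126 is the smallest p possible). With FPKM in place of counts, the share was 4.12% ± 1.58 (SD, n = 5) in affected mice and 6.45% ± 0.943 (SD, n = 7) in unaffected mice. That difference was -2.33 percentage points (exact permutation test, p = 0.00758). With each mouse left out in turn, the difference in the share of counts stayed between -9.03 and -5.63 percentage points. It was -9.03 without affected replicate 4, which had the highest share of the affected mice. It was -5.63 without affected replicate 6, which had the lowest.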

### RT-PCR analysis of the *Tg* transcript

We designed successively positioned sets of primers with an expected amplicon length of approximately 2 kb spanning regions from exons 1–9, 9–18, 17–31, 30–38, 38–48 of the *Tg* transcript (S1A Fig). Transcriptional analysis by RT-PCR resulted in amplicons of expected length in regions from Exon 1–17 and 31–48 for all affected and unaffected mice (S1B Fig). Initial amplification of the region from exon 17–31 was not successful in affected animals. Results showed multiple incorrect size bands for all affected animals. Amplification of shorter sections of this region was successful and showed a truncated amplicon containing exons 22–32 in affected mice only (S1B Fig).

Using RNA sequencing, we compared the entire thyroid transcriptome of 5 affected animals on the B6NTac background to 7 unaffected animals on the B6NCrl background (Fig 1A). 

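The deposited data come from 12 thyroids, each sequenced as 1 library. According to the paper's methods, total RNA was depleted of ribosomal RNA, sequenced on the Illumina NextSeq platform, and aligned and quantified per gene in OmicSoft Array Studio. The 5 affected mice were B6NTac. Of the 7 unaffected mice, 6 were B6NCrl and 1 (replicate 14) came from a B6NTac mutant strain, which the methods describe as a KO animal from Taconic. The labels give no genotype for the LINE-1, sex, age or batch of these mice. The authors deposited estimated counts without normalization and FPKM values for 55536 genes, and 36502 of these genes had at least 1 count. Total counts per mouse were between 20170500 and 23319948 (median 20811033) in affected mice. They were between 11434901, in the unaffected B6NTac mouse, and 22401136 (median 19402629) in unaffected mice. Counts were rounded to whole numbers and scaled by edgeR's TMM method, and 19661 genes passed edgeR's filter on low counts. Affected and unaffected mice were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes. Fold changes below are for affected against unaffected mice. Colony and phenotype were the same split of the mice except for the unaffected B6NTac mouse.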

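The deposited tables hold 1 value per gene, so reads across single exon junctions cannot be counted from them. They do show the transcript length behind each FPKM value, as the count divided by the FPKM and by the total count of the mouse. For 3690 genes with a single annotated transcript and at least 10 counts in every mouse, this length was between 0.999 and 1.001 times the annotated exon length in all 12 libraries. For *Tg*, the implied length was 7790.2 bp ± 80.76 (SD, n = 5) in affected mice and 8412.0 bp ± 2.14 (SD, n = 7) in unaffected mice. Affected mice ranged from 7654.9 to 7841.2 bp and unaffected mice from 8408.8 to 8414.3 bp, with the unaffected B6NTac mouse at 8413.2 bp. The difference of -621.8 bp (-7.39%) gave p = 0.00126 in an exact two-sided permutation test, the smallest p that 5 mice against 7 allow. With each mouse left out in turn, the difference stayed between -634.6 and -588.0 bp. Among 9084 genes with several annotated transcripts and at least 100 counts in every mouse, *Tg* had the largest difference relative to its spread within the groups. Of the other genes, 48 (0.528%) changed by at least as large a percentage with no overlap between the groups. The measure was chosen after the values had been examined.

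**Figure D1:**
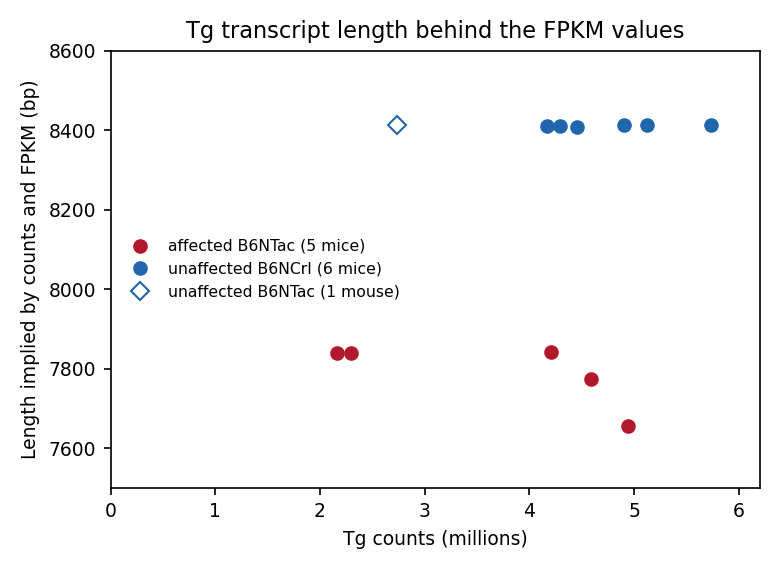
Length of the *Tg* transcript (bp) implied by the deposited counts and FPKM values, against the number of *Tg* counts, for each of the 12 mice. Affected mice lie between 7654.9 and 7841.2 bp and unaffected mice between 8408.8 and 8414.3 bp, whatever their number of *Tg* counts. The implied length is the one behind the FPKM values and not a measured transcript length. The vertical axis does not start at 0.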

Interestingly, an alternative splice form of the *Tg* gene was discovered in the affected mice, but not in the unaffected mice. The five affected mice all had most reads (73.4–76.3%) joining exon 25 with exon 27 indicating aberrant splicing that skips exon 26. The unaffected mice all had fewer than 0.25% of reads in this category (Fig 1B). 

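In GENCODE release M21 (GRCm38), the longest *Tg* transcript, Tg-201, has 48 exons and 8454 nucleotides and encodes 2766 amino acids. Exon 26 lies on chromosome 15 from 66725090 to 66725281 and has 192 nucleotides, a multiple of 3. Intron 25 upstream of it, from 66719759 to 66725089, has 5331 bp, and intron 26 has 4234 bp. Exon 26 covers bases 5039 to 5230 of the coding sequence and starts at position 2 of codon 1680, so its removal joins the first base of that codon to exon 27. Translation of the transcript without exon 26 gave an open reading frame of 2702 amino acids. Of the 7 annotated *Tg* transcripts, 2 contain exon 26 (Tg-201 and Tg-206). Another 2, Tg-202 with 3649 nucleotides and Tg-204 with 460, join exon 25 directly to exon 27, and both are annotated as processed transcripts without a protein product.

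**Figure D2:**
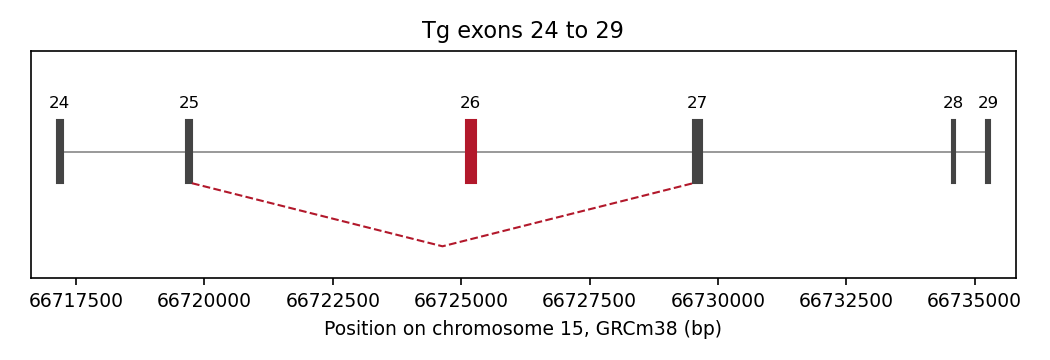
Exons 24 to 29 of *Tg* drawn to scale along chromosome 15 of GRCm38 (bp). Exon 26 is in red, and the dashed line marks the join of exon 25 to exon 27.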

Skipping of exon 26 results in an in-frame deletion of 64 amino acids from the TG protein product. These data suggest that the thyroid of affected mice predominantly produce the variant *Tg* transcript, while only a portion of the *Tg* transcripts are full-length.

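Counts of all *Tg* transcripts together were lower in affected mice, but did not pass the threshold after adjustment over all genes tested. *Tg* had 171208 ± 62571.8 CPM (SD, n = 5) in affected mice and 241191 ± 32315.2 (SD, n = 7) in unaffected mice, on the TMM scale. The log2 fold change was -0.49 (standard error 0.21, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Tg* alone, the unadjusted p from that test was 0.0356. An exact permutation test on log2 CPM gave p = 0.0189. Without affected replicate 4, the log2 fold change was -0.67 (adjusted p = 0.0306 from the same test). Across the other settings and mice left out, it stayed between -0.62 and -0.36, with adjusted p between 0.0747 and 0.907. Relative to the mean of 19 other genes of thyroid function, *Tg* was lower by 0.5985 log2 units in affected mice. That value was 12.09 ± 0.25 (SD, n = 5) in affected mice and 12.69 ± 0.24 (SD, n = 7) in unaffected mice (exact two-sided permutation test, p = 0.00505). The deposited counts do not separate full-length from variant transcripts. Exons of *Tg* overlap an annotated gene on the other strand, and whether the counting used the strand is not stated.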

**Fig 1:**
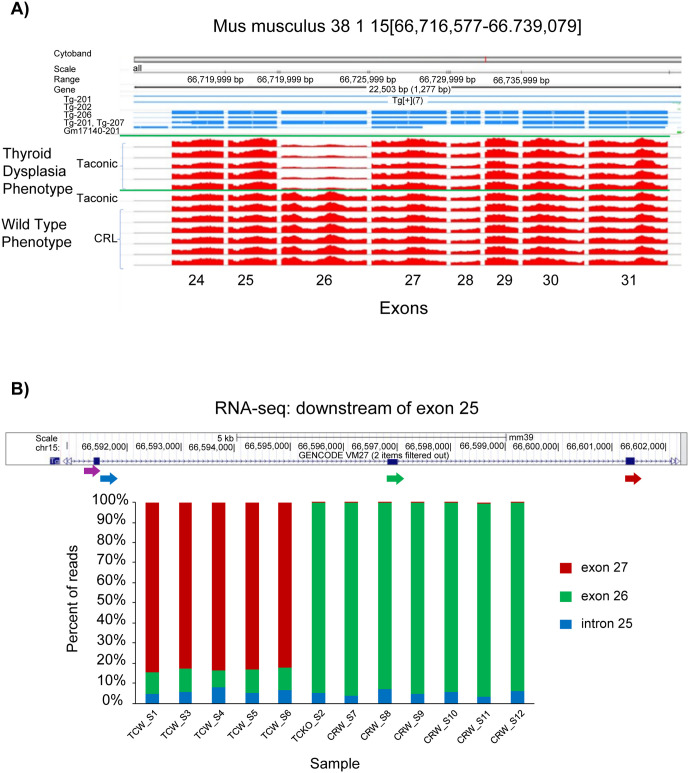
RNA analysis reveals a ~6-fold reduced coverage of exon 26 in the murine *Tg* gene. (A) *Tg* transcriptional coverage in B6NCrl (CRL) and B6NTac (Taconic) thyroid samples determined by RNAseq. Shown are exons 24 through 31 of the murine *Tg* gene. Coverage of exon 26 is ~ 6x decreased in B6NTac affected versus unaffected B6NTac and B6Crl samples. (B) Percentage of RNAseq reads continuing downstream of *Tg* exon 25 (indicated by purple arrow). A custom python script was used to count the 10 nucleotides found downstream of the 3’ end of exon 25. Three types of transcripts were observed continuing from the 3’ end of exon25: 1) intron 25, indicating unspliced RNA (blue arrow), 2) exon 26, indicating normal splicing (green arrow) or, 3) exon 27, indicating aberrant splicing that skipped exon 26 (red arrow). The five affected B6NTac mice all had the majority of reads (73.4-76.3%) continuing with exon 27, whereas the unaffected mice all had less than 0.25% of reads in this category.

### Skipping of exon 26 is caused by the presence of a LINE-1 in intron 25

To find the variant DNA sequence underlying the aberrant splicing event in the affected animals, we performed whole genome sequencing on genomic DNA from five affected and seven unaffected mice. Close examination of the read alignments just upstream of exon 26 of *Tg* revealed a cluster of genomic variants and decreased read coverage (Fig 2). There were few reads spanning this location, and those present had one end with several different variants. These reads were used to retrieve additional unaligned reads that provided more evidence for an additional sequence of a large insertion at this genomic locus. To find the identity of this putative insertion, the ends were aligned to the mouse reference genome via bowtie2 [19]. There were 3,722 valid alignments in the mouse genome, at distances of 6−7 kilobase (kb) from each other and overlapping the ends of LINE-1 sequences. Thus, the read evidence was indicating that the affected mice had a LINE-1 that had inserted into intron 25 of *Tg*, 15 base pairs upstream of the splice acceptor site of exon 26.

**Fig 2:**
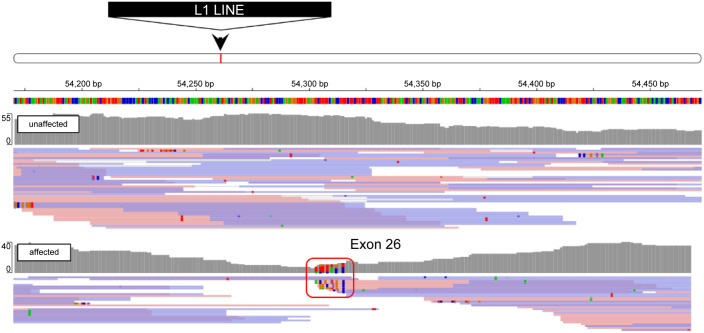
Whole genome sequencing map of the intron 25-exon 26 transition of the murine *Tg* locus. A variant cluster indicated by the red square is present in affected (lower track) but not unaffected (upper track) animals in intron 25, near the 5’ end of exon 26. Variant cluster reads were used for the identification of a LINE-1 element insertion in the intron between exon 25 and 26.

In addition, long read (nanopore) sequencing was used to read through the insertion. Reads encompassing the junction between the LINE-1 and the *Tg* intron were collected and assembled into a consensus sequence [20]. A total of 56 reads were included in the assembly. The full-length insertion sequence is estimated to be 6.7 kb, consistent with the size of a full-length LINE-1. The sequence data indicate that the LINE-1 has integrated into intron 25 with the ORF1 and ORF2 sequences in antisense orientation with respect to the *Tg* coding sequence (S1 File).

### Thyroid dysplasia is inherited in an autosomal dominant fashion and is strongly associated with a LINE-1

Based on the genomic sequence data we developed a genotyping assay capable of distinguishing wild-type (WT), heterozygous (HET) and homozygous (HOM). The assay was used to genotype our pedigreed colony (Fig 3A). A heterozygous breeding pair produced 13 pups of which 3 were HOM, 4 HET and 6 WT. All 13 pups and parents were evaluated for thyroid pathology by histological analysis when the pups reached 10 weeks of age. All 3 HOM and all 4 HET pups as well as both HET parents showed thyroid dysplasia and the WT pups did not, indicating that the phenotype is strongly associated with the LINE-1 in *Tg* and inherited in a dominant fashion. Additional genotyping and phenotyping of the animal cohorts produced for this study indicated that there is complete penetrance of the thyroid dysplasia phenotype in animals with the LINE-1. Presence of the LINE-1 was found in frozen stock from the B6Ntac colony established in 2014, suggesting that the actual retrotransposition event occurred before that time.

**Fig 3:**
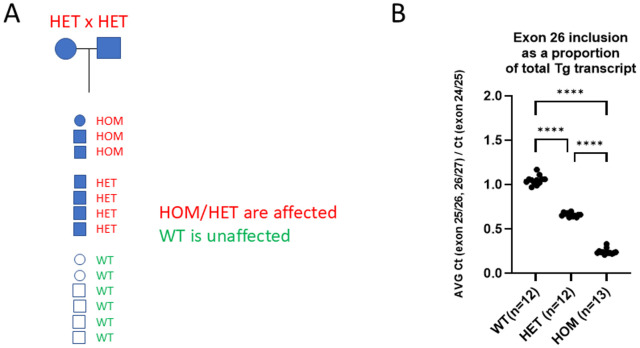
Genotype-based analysis of the LINE-1. (A) Pedigree analysis indicating that thyroid dysplasia is strongly associated with the LINE-1 and is inherited in a dominant fashion. Affected animals indicated in red font and filled symbols, unaffected animals indicated in green font and open symbols. (B) Exon 26 inclusion in the *Tg* transcript in WT, HET and HOM thyroid samples. Graph plots the ratio of the Ct value for the exon 25-26 and exon 26-27 junctions over the Ct value for the exon 24-25 junction, relative to WT. The exon 25-26 and 26-27 junctions are affected by the skipping of exon 26. The data were analyzed by One-way ANOVA with Bonferroni correction. Significance is indicated by **** at adjusted p < 0.0001.

Using RT-PCR we then determined exon 26-included *Tg* transcripts as a proportion of total *Tg* transcripts produced in the thyroids of WT, HET and HOM animals. The level of exon 26-included transcripts is determined as the average of the level of exon 25–26 junctions and exon 26–27 junctions. The level of total *Tg* transcripts is determined as the level of exon 24–25 junctions. The proportion of exon 26-included transcripts in WT was 1.049, in HET was 0.662 and in HOM was 0.245 (Fig 3B, S2 File), indicating that HETs and HOMs respectively produce 63% and 23% of the level of exon 26-included transcripts as compared to WT.

### Thyroid dysplasia is congenital in heterozygotes and homozygotes, and progresses to thyroid adenoma in homozygotes at 9 months of age

We performed histological, immunohistochemical and ultrastructural analysis of the thyroid gland in unaffected B6NCrl, unaffected B6NTac mice, and affected B6NTac mice carrying the LINE-1 insertion.

In the mice with the LINE-1 insertion we observed thyroid dysplasia, which was characterized in H&E-stained histology slides in young adult mice (12 weeks of age) by distension of the perinuclear cytoplasm of the thyroid follicular epithelium with a sharply delineated basolateral amphophilic accumulation, decreased follicular size, less eosinophilic staining of follicular colloid, and occasional exfoliation of degenerate thyroid follicular epithelial cells into the follicular space (Fig 4A–C). Mice HET for the LINE-1 insertion exhibited a less severe phenotype than mice HOM for the insertion (Fig 4A–C). Dysplasia was absent in thyroid of WT mice.

**Fig 4:**
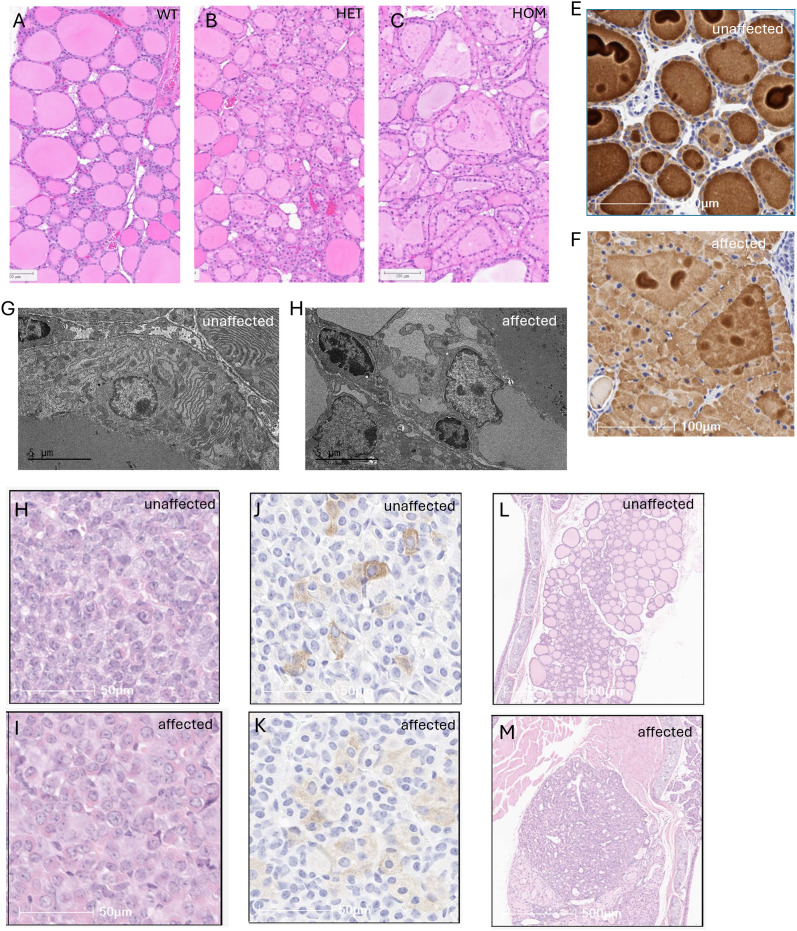
Thyroid dysplasia in inbred C57BL/6NTac mice WT, HET or HOM for the LINE-1. (A-C) Representative light microscopic morphology of the thyroid follicular epithelial cells of B6NTac WT, HET and HOM at 12 wks of age. Thyroid dysplasia most developed in the HOM animals and to a lesser degree in HET animals. (D-E) Immunohistochemistry staining of thyroid follicular epithelial cells from B6NCrl unaffected and B6NTac affected animals using anti-Thyroglobulin antibody. Accumulation of TG is visible in the cytoplasm of thyroid follicular epithelial cells and the associated decrease in TG staining in the follicular colloid of affected mice (B6NTac) but not in unaffected mice (B6NCrl). (F-G) Representative transmission electron microscopy images of thyroid follicular epithelial cells. The images illustrate the ultrastructural dilation of the endoplasmic reticulum in B6NTac affected mice and not in B6NCrl unaffected mice. (H-K) Representative light-microscopic images of the adenohypophysis of the pituitary in B6NTac affected and B6NCrl unaffected mice. The images from H&E stained tissues (H-I) illustrate an increase in large lightly basophilic cells in the adenohypophysis of the pituitary in affected mice as compared with unaffected mice. The immunohistochemistry staining (J-K) using anti-Thyroid Stimulating Hormone (TSH) shows that the large lightly basophilic cells stain lightly for TSH. (L-M) Representative light microscopic morphology of the thyroid follicular epithelial cells of B6NCrl unaffected and B6NTac affected mice at 12 months of age. The images illustrate the presence of proliferative, inflammatory, and neoplastic changes in older affected mice, but not unaffected mice.

Immunohistochemical staining with an anti-Thyroglobulin antibody demonstrated that the basolateral amphophilic accumulation in affected (B6NTac) mice contained TG, and that the follicular colloid stained less intensely for TG than unaffected (B6NCrl) mice (Fig 4D–E). Transmission electron microscopy (TEM) demonstrated that the basolateral accumulation in affected mice was present within the endoplasmic reticulum (ER), whereas unaffected mice showed normal ER morphology (Fig 4F–G).

In adenohypophysis of the pituitary of affected mice there was an increase in large, lightly basophilic cells at 12 months of age (Fig 4H–I) which stained by immunohistochemistry with an anti-thyroid stimulating hormone antibody for TSH (Fig 4J–K). Moreover, the intensity of the IHC staining for TSH in these large pituitary cells in affected mice was generally less intense than the TSH staining in pituitary cells in unaffected mice.

Older affected mice (> 6 months of age) exhibited proliferative changes in thyroid follicular epithelial cells, characterized by clusters of basophilic cuboidal cells that commonly formed a double layer around thyroid follicles, as well as an increase in mixed inflammatory cell infiltrates in the thyroid interstitial space. With additional time (at and beyond 9 months of age) thyroid follicular adenomas were observed in some mice (Fig 4L–M).

Once we discovered the LINE-1, we produced cohorts of WT, HET, and HOM to evaluate the onset and progression of the phenotype. At 3–4 weeks of age (HOM n = 11, HET n = 9, WT n = 10), 5–6 weeks of age (HOM n = 9, HET n = 11, WT n = 10) and 11–12 weeks of age (HOM n = 8, HET n = 16, WT n = 9), all homozygotes and heterozygotes showed thyroid dysplasia and all wild types showed normal thyroid histology. At 9 months of age (HOM n = 23, HET n = 15, WT n = 23), 12 months of age (HOM n = 9, HET n = 19, WT n = 10), and 18 months of age (HOM n = 20, HET n = 6, WT n = 7), all homozygotes progressed to thyroid adenoma, while all heterozygotes still showed thyroid dysplasia and the wild types showed normal thyroid histology (S2 Fig). No cases of adenocarcinoma were found in aged homozygotes.

These data indicate that the onset of thyroid dysplasia is before weaning and that the phenotype is likely congenital, in accordance with previously published rodent mutations in *Tg* [4,21]. The phenotype only shows progression to adenoma in homozygotes at 9 months of age, but not in heterozygotes up to 18 months of age.

### The LINE-1 in *Tg* does not affect body weight

As THs are well-known regulators of growth and body weight, we measured weight of animals 4 weeks of age (Female HOM n = 10, HET n = 9, WT n = 5), 6 weeks of age (Female HOM n = 9, HET n = 11, WT n = 10), 9 months of age (Male HOM n = 9, HET n = 4, WT n = 5; Female HOM n = 11, HET n = 7, WT n = 5), and 12 months of age (Male HOM n = 9, HET n = 19, WT n = 10). None of the age groups showed a difference in body weight between any of the genotypes in male or female (adj. p > 0.05), except for females at 12 weeks of age, which showed a small but significant increase in body weight in HOM (adj. p = 0.04) compared to WT (S3 Fig).

### Serum T3 and T4 levels are affected by the LINE-1 at 9 and 12 months of age

Since TG is the precursor to T3 and T4, serum T3 and T4 levels were measured for WT, HET and HOM animals at 4 weeks (T3 HOM n = 8, HET n = 9, WT n = 8; T4 HOM n = 9, HET n = 9, WT n = 8), 6 weeks (T3 HOM n = 7, HET n = 10, WT n = 8; T4 HOM n = 7, HET n = 11, WT n = 8), 9 months (T3 HOM n = 17, HET n = 10, WT n = 8; T4 HOM n = 19, HET n = 11, WT n = 9) and 12 months of age (T3 HOM n = 7, HET n = 18, WT n = 9; T4 HOM n = 8, HET n = 19, WT n = 10). T3 levels were not different between any of the genotype groups at 4 or 6 weeks or 9 months of age but were significantly reduced in HOM animals compared to WT (p = 0.04), and a trend to be reduced in HOM compared to HET (adj. p = 0.0501) animals at 12 months of age (Fig 5A–D). Similarly, T4 levels were not different between any of the genotype groups at 4 or 6 weeks or 9 months of age (Fig 5E–G). At 12 months of age both HOM (adj. p = 0.008) and HET (adj. p = 0.0001) animals show significantly reduced T4 levels compared to WT (Fig 5H). HOM also shows a trend towards reduced T4 levels as compared with HET (adj. p = 0.09) at 12 months of age (Fig 5H) indicative of a gene dosage effect on T4 levels at 12 months of age. TSH levels are shown for animals of 6–9mo of age (Fig 5I) with matching T4 levels for the same animals (Fig 5J). TSH levels are significantly increased in HOM animals compared to HET or WT animals (adj. p < 0.001). TSH levels are not different between WT and HET animals. The matching serum T4 levels for the same animals show a significant reduction in HOM animals compared to WT and HET animals (adj. p = 0.006, adj.p = 0.01, respectively), but not in WT compared to HET animals.

**Fig 5:**
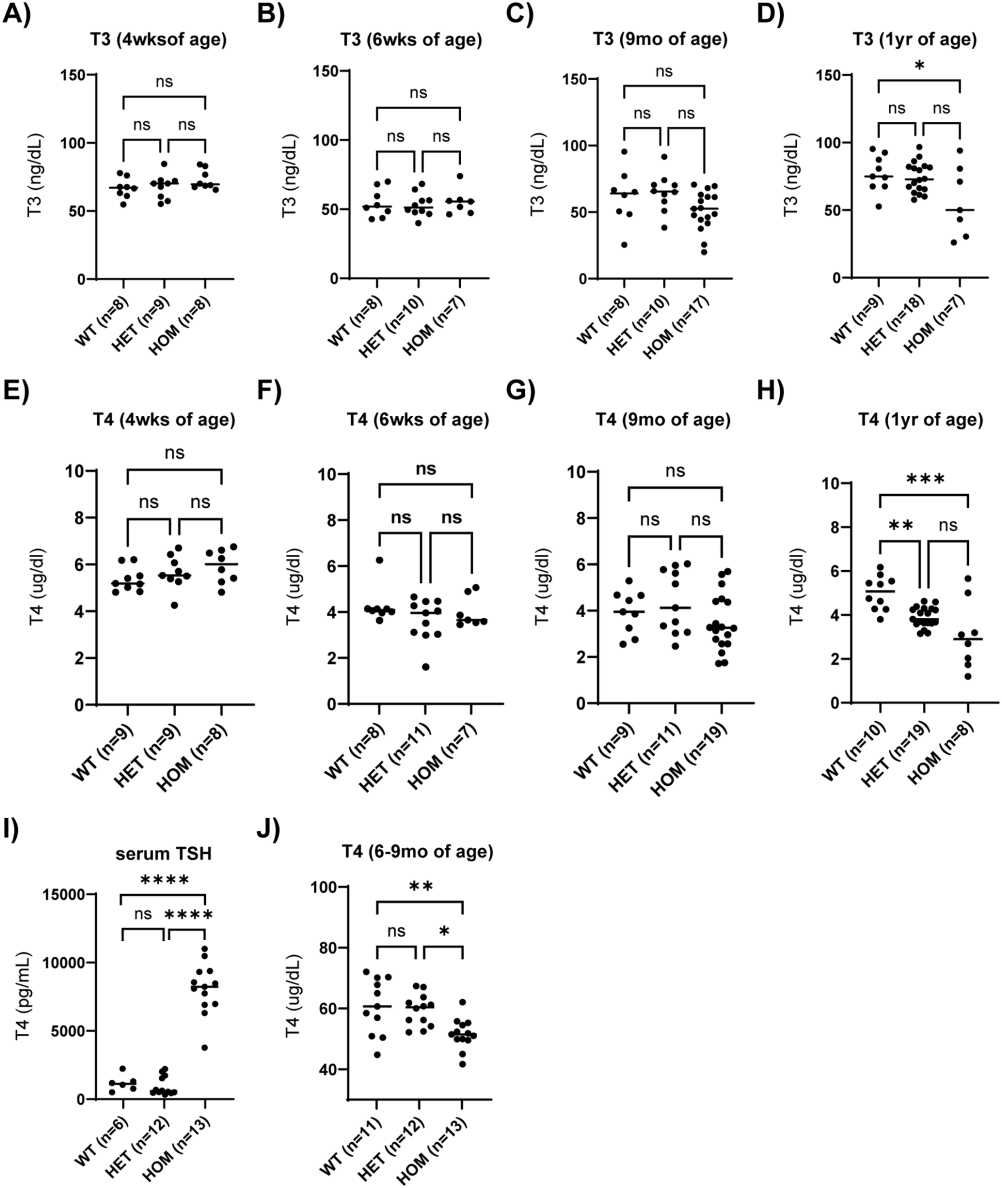
Serum hormone levels in WT, HET and HOM animals. (A-D) T3 levels are shown for animals at 4 wks (A), 6 wks (B), 9 mo (C) and 1 yr (D) of age. (E-H) T4 levels are shown for animals at 4 wks (E), 6 wks (F), 9mo (G) and 1 yr (H) of age. (I) TSH levels are shown for animals of 6-9mo of age. (J) Matching T4 levels for the same animals as in (I). All panels show individual measurements with the average indicated by a horizontal line. The data were analyzed by One-way ANOVA with Bonferroni correction. Significance is indicated with * at adjusted p < 0.05, ** at adjusted p < 0.01, *** at adjusted p < 0.001, and **** at adjusted p < 0.0001.

### Molecular modeling of variant TG protein indicates that the omission of 64 amino acids impacts stability

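Of the 19661 genes tested, 2699 had an adjusted p under 0.05 between the 5 affected and the 7 unaffected mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression was higher in affected mice for 1500 of them and lower for 1199. A change of at least 1 log2 unit was found for 498 genes, of which 309 were higher and 189 lower. For 1404 genes, or 7.14% of those tested, all affected mice lay on one side of all unaffected mice, where chance gives 0.253%. Among these, the largest increases were for *Slc7a3* (log2 fold change 4.93), *Derl3* (4.36), *Gdf15* (3.86), *Sdf2l1* (3.76) and *Slc22a19* (3.70). The largest decreases were for *Npy* (log2 fold change -3.92), *Fras1* (-2.56), *S100a5* (-2.28), *Ism2* (-2.23) and *Cracr2a* (-2.23). These 10 genes had an average expression of at least 1 log2 CPM. When library totals without the *Tg* counts and without TMM factors were used, 2327 genes passed the threshold, 607 of them higher and 1720 lower. With FPKM values tested by limma and no filter on low values, 1445 genes passed it.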

To understand how variant TG can impact thyroid function, we performed molecular pathway analysis on the RNA sequencing data set. The Ingenuity Pathway Analyses application indicated that several pathways associated with unfolded protein response were up regulated in affected (B6NTac) versus unaffected (B6NCrl) mice (Table 1). 

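All 12 genes of Table 1 were higher in affected mice with an adjusted p under 0.05, from 5.36e-05 for *Sel1l* to 0.0437 for *Edem1* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). For 10 of them every affected mouse lay above every unaffected mouse, and *Edem1* and *Syvn1* overlapped between the groups. Adjusted over the list alone, 12 of the 12 genes passed the threshold, which is not independent evidence because the study chose the list on these libraries. *Ddit3* had 39.5 ± 20.0 CPM (SD, n = 5) in affected mice and 6.48 ± 0.628 (SD, n = 7) in unaffected mice, a log2 fold change of 2.61 (standard error 0.28, adjusted p = 0.00017 from the same test). Exons of *Ddit3* overlap another annotated gene on the same strand, so part of its counts is uncertain. *Pdia6* had 419 ± 136 CPM (SD, n = 5) against 81.0 ± 20.3 (SD, n = 7), a log2 fold change of 2.37 (standard error 0.23). *Sel1l* had 507 ± 158 CPM (SD, n = 5) against 128 ± 8.87 (SD, n = 7), a log2 fold change of 1.98 (standard error 0.17). The log2 fold change was 1.46 for *Dnajb9*, 1.39 for *Dnajc3*, 1.33 for *Syvn1* and 1.15 for *P4hb*. With FPKM values tested by limma and no filter on low values, 10 of the 12 genes passed the threshold, the fewest under any setting tried. On a scale where the mean of the B6NCrl mice is 0 and that of the affected mice is 1, the unaffected B6NTac mouse lay at a median of 0.0555 over the 12 genes. From the pathway analysis of these data, the paper states that pathways of the unfolded protein response were up regulated in affected mice, and proposes protein misfolding.

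**Figure D3:**
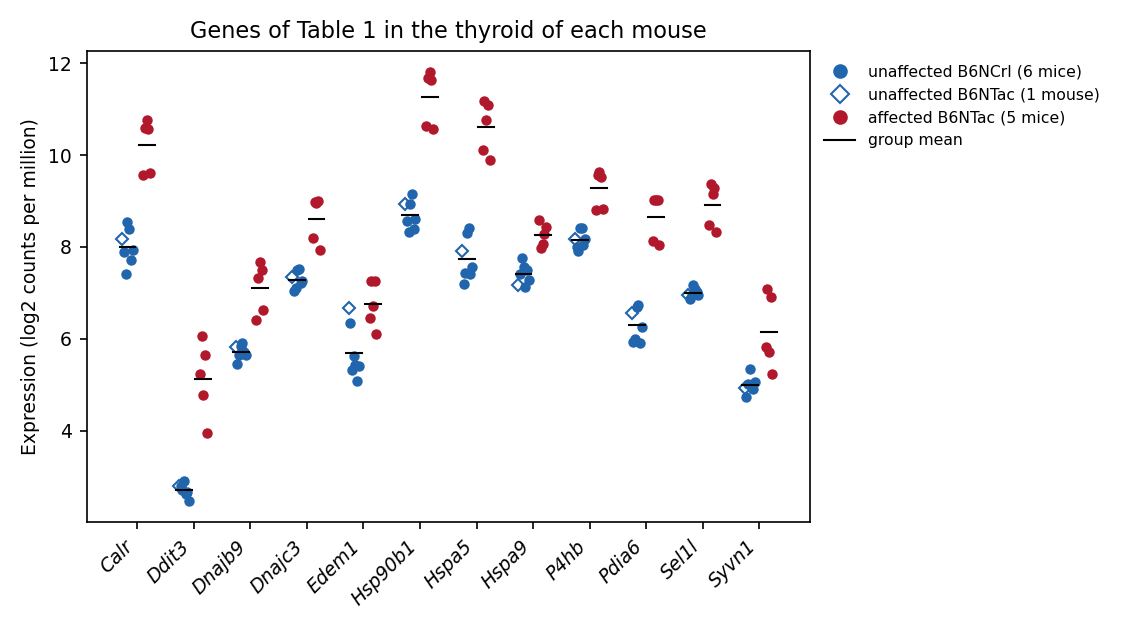
Expression (log2 CPM) of the 12 genes of Table 1 in each mouse, with a line at each group mean. The affected mice lie above all unaffected mice for 10 genes and overlap with them for *Edem1* and *Syvn1*.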

Upregulation of such pathways would be consistent with protein misfolding.

**Table 1:** Ingenuity pathway analysis.

12 genes associated with unfolded protein response pathway							
Symbol	Ensembl	Gene name	Expression fold change	Expression p-value	Expression False Discovery rate	Expression Intensity	Expected regulation direction
CALR	ENSMUSG00000003814	Calreticulin	−3.3	1.4E-18	5.0E-16	24721	UP
DDIT3	ENSMUSG00000025408*	DNA-damage inducible transcript 3	−3.6	1.1E-19	4.2E-17	770	UP
DNAJB9	ENSMUSG00000014905	DnaJ heat shock protein family (Hsp40) member B9	−2.3	2.4E-12	3.1E-10	2847	–
DNAJC3	ENSMUSG00000022136	DnaJ heat shock protein family (Hsp40) member C3	−2.2	2.1E-12	2.7E-10	8002	DOWN
EDEM1	ENSMUSG00000030104	ER degradation enhancer, mannosidase alpha-like 1	−1.8	5.5E-06	1.0E-04	2220	UP
HSP90B1	ENSMUSG00000020048	Heat shock protein 90, beta (Grp94), member 1	−4.1	1.0E-27	1.3E-24	51385	UP
HSPA5	ENSMUSG00000026864	Heat shock protein 5	−4.2	7.3E-25	5.5E-22	32386	UP
HSPA9	ENSMUSG00000024359	Heat shock protein 9	−1.7	2.2E-09	1.5E-07	6103	UP
P4HB	ENSMUSG00000025130	Prolyl 4-hydroxylase, beta polypeptide	−2.0	6.5E-11	6.3E-09	12480	UP
PDIA6	ENSMUSG00000020571	Protein disulfide isomerase associated 6	−3.7	1.9E-24	1.3E-21	8188	UP
SEL1L	ENSMUSG00000020964	Sel-1 suppressor of lin-12-like (C. elegans)	−3.2	1.5E-27	1.6E-24	9894	UP
SYVN1	ENSMUSG00000024807	Synovial apoptosis inhibitor 1, synoviolin	−1.9	4.2E-06	1.0E-04	1576	UP

As TG is the most abundant protein in thyroid cells, we next explored the impact of the omission of 64 amino acids caused by exon 26-skipping on TG protein structure by in silico molecular modeling. The “Arm” fragment of mouse TG with or without the 64 amino acid omission was respectively modeled by AlphaFold 2 (AF2) [22–24]. WT “Arm” of mouse TG was predicted with high confidence (average pLDDT = 81) and closely resembled the experimentally determined structure of human TG “Arm” (Fig 6). Remarkably, the peptide encoded by exon 26 appeared as a well-modeled (average pLDDT = 86) and structured core flanked by long peptide strands with low pLDDT at both N and C termini (Fig 6A–B). Upon omission of the 64 amino acids, a significant drop in pLDDT was observed in the above-mentioned peptide strands (Fig 6B), suggesting that the mutation promotes local unfolding, as AF2 predictions with low pLDDT score are frequently associated with flexible and disordered structure [23,25,26]. Further analysis of the modeled structures revealed that with the omission of the 64 amino acids, the tight core packing mediated by the encoded peptide was replaced by large cavities (Fig 6C), indicating disrupted interaction network within the structure.

**Fig 6:**
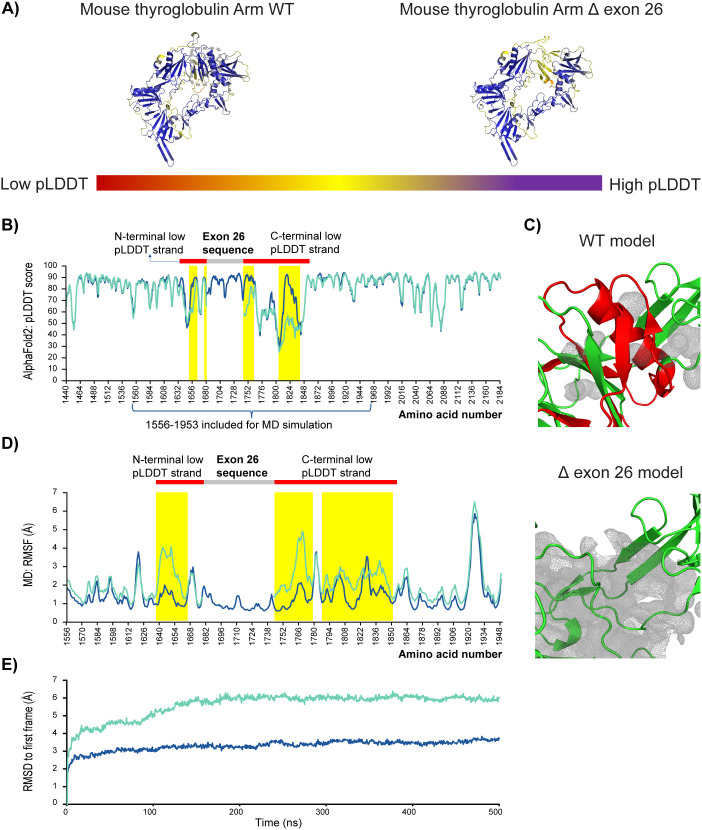
TG protein modeling. (A) AlphaFold2 predicted Arm segment of mouse TG with or without the 64 amino acid omission due to exon 26 skipping is shown, with each residue colored by its pLDDT score from structure prediction. High pLDDT residues are colored as blue, and low pLDDT residues are colored as red. The position of exon 26 encoded sequence is boxed in green dash line. (B) Position-specific pLDDT comparison of AlphaFold 2 predicted mouse TG Arm with (red line) or without (blue line) 64 amino acid omission. Positions of exon 26 encoded region, extended stretch of low pLDDT segments towards the N (1638-1680) and C (1745-1856) termini of exon 26 encoded sequence, and regions with significant drop in pLDDT upon exon 26 skipping (yellow bars) are respectively high-lighted. (C) Cavity analysis of WT and exon 26 skipped structural models. Exon 26 encoded sequence is colored red, and cavities near its position in each structure are shown as grey meshed surfaces. (D) Root-mean squared fluctuation (RMSF) analysis of molecular dynamics simulation outputs for WT (blue line) and exon 26 skipped (red line) mouse TG structures initially modeled by AlphaFold2. Regions with significant increase in fluctuation upon exon 26 skipping are highlighted in yellow bars. Exon 26 sequence and two long stretches of segments with low pLDDT scores (highlighted in (C)) on its N and C termini are also annotated for reference. (E) Root-mean squared deviation of MD plotted for WT (blue line) and exon 26 skipped mouse TG structures.

Molecular dynamics (MD) simulation was conducted to directly probe the physical effect of the mutations on the Arm fragment. Root-mean squared fluctuation (RMSF) of each amino acid position during the simulation was compared to reveal position-specific dynamic flexibility. The average RMSFs for the wild type and mutant sequences were respectively 1.4 Å and 2.1 Å. The difference was contributed by local RMSF increase of 2–3 Å in multiple regions upon the mutation, especially among regions with low pLDDT scores in AF2 prediction and close to the removed sequence, supporting the destabilization effect of the mutation (Fig 6D). Remarkably, the low pLDDT regions in the AF2 models in general demonstrated higher flexibility than other regions included in the MD simulations. The exon 26-encoded peptide was more stable (average RMSF = 1 Å) than its neighboring sequence during the simulation, supporting its role as a fold-stabilizing core, and coinciding with its high pLDDT scores in AF2 modeled structure. Despite regional changes of pLDDT and RMSF measurements, most other components of the modeled structures in both AF2 and MD simulations (Fig 6B–D) returned similar pLDDT and RMSF values upon omission of the 64 amino acids, suggesting the overall fold could still be realized, but likely at lower stability due to the more significant presence of disordered components (Fig 6D, S4 Fig). Plotting the root-mean squared deviation (RMSD) of MD snapshots against the corresponding first frame also revealed a larger conformational shift for the mutant as time progressed (Fig 6E), further indicating the compromised stability due to exon 26 skipping.

## Discussion

Animals on the C57BL/6NTac background exhibited thyroid dysfunction associated with insertion of a LINE-1 retrotransposon into the intron upstream of exon 26 in the *Tg* gene, resulting in variable degrees of exon 26 skipping in the *Tg* transcript. Molecular pathway analysis indicates activation of an unfolded protein response and transmission electron microscopy assessment shows an accumulation of misfolded TG in the ER of thyroid follicular epithelial cells of affected animals. 

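Gene lists for the branches of the unfolded protein response, written before the data were examined, were tested with limma's camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 23 lists. The 16 chaperones and folding enzymes under ATF6 had a median log2 fold change of 2.31 in affected against unaffected mice (adjusted p = 1.78e-18 from camera). The median was 0.64 for 18 genes of degradation and secretion under XBP1 (adjusted p = 3.31e-13) and 1.03 for 20 genes under PERK and ATF4 (adjusted p = 5.41e-15). Of the genes in these 3 lists, 15, 14 and 12 were higher with an adjusted p under 0.05 over all genes tested, and none was lower. Adjusted over the list alone, 15, 17 and 14 passed. The lists share 6, 4 and 1 genes with Table 1, and a list of the 12 genes of Table 1 itself had a median log2 fold change of 1.72. All 4 lists also passed under fry, a rotation test. With the correlation estimated for each list, only that under PERK and ATF4 did (adjusted p = 0.0238). At the preset correlation, camera called at least 8 of the 23 lists in 70 of 100 splits of the 12 mice, the real split included. Its small p-values are therefore weak evidence on their own. In an exact permutation test of the mean expression of each list, chosen after the data had been examined, every affected mouse lay above every unaffected mouse in all 4 lists. Its adjusted p was 0.00581 for each of them.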

The histomorphological and histochemical findings include thyroid follicular cell dysplasia that progressed to thyroid adenoma by 9 months, hypertrophy and hyperplasia of TSH secreting cells in the pituitary, decreased serum thyroid hormone, and increased TSH. The LINE-1 insertion had minimal impact on the overall phenotype with no evident changes in body weight. We named the spontaneous mutation caused by LINE-1 insertion into the *Tg* gene, *Tg*^*tdys-Tac*^.

Our observations are supported by the well understood hypothalamic–pituitary–thyroid axis responsible for the regulation of metabolism [27]. The hypothalamus responds to low T3 and T4 levels by releasing thyrotropin-releasing hormone (TRH), which in turn, stimulates the thyroid to generate more T3 and T4 until normal blood levels are reached. In a classic feedback mechanism, THs signal the hypothalamus to down-regulate the release of TRH and to reduce TSH release from the pituitary gland to maintain metabolic homeostasis. Our study demonstrated a decrease in serum T3 and T4 due to a spontaneous mutation, which stimulated an increase in TSH thereby driving proliferation of the thyroid epithelial cells, ultimately leading to hyperplasia and eventually adenoma. In the mice evaluated, thyroid follicular cell adenoma was only observed in mice homozygous for the LINE-1 retrotransposon insertion but not in the heterozygous mice, even up to 18 months of age. We attributed this difference in incidence of adenoma to increased exon 26 skipping in homozygotes leading to decreased full-length *Tg* transcript level. We propose that the gene dosage effect of a greater decrease in full-length *Tg* transcript level would lead to a greater decrease in THs, a concomitant increased TSH release from the pituitary and therefore increased stimulation of thyroid follicular cells to proliferate in homozygotes compared to heterozygotes. This is supported by the observation that heterozygotes have a smaller decrease in serum THs and do not have the increased serum TSH level observed in homozygotes.

There are several rodent models for congenital hypothyroidism associated with *Tg* mutations causing defective TG folding and accumulation in the ER. The *cog* mouse model carries the L2263P mutation and displays autosomal recessive congenital hypothyroidism with adult goiter [4]. The WIC-rdw rat model on the other hand carries the G2298R mutation and displays congenital hypothyroidism without goiter [21]. When the G2298P mutation was introduced on the murine C57BL/6J background, the model displayed congenital hypothyroidism with goiter, suggesting that *Tg* mutations can have different disease outcomes because of genetic background. In both models, ER stress and thyroid cell death is severe. Both models show strongly reduced circulating levels of T3 and T4, accompanied by an increased circulating TSH level, which are the classical diagnostics of hypothyroidism.

There are several key differences between the *Tg*^*tdys-Tac*^ model and the *cog* and WIC-rdw model. First, our model does not show dwarfism. Our body weight measurements indicate no significant differences between HET, HOM and WT at any age. Second, serum T3 and T4 levels are not impacted at early stages of life in our model. We only observe significant differences in circulating T3 level at 9 months of age and circulating T3 and T4 levels at 12 months of age. At those ages thyroid adenomas are present at 100% penetrance in homozygotes, but not heterozygotes. Third, we did not observe goiters in heterozygous or homozygous *Tg*^*tdys-Tac*^ mice up to 12 months of age. It was found in the *cog* and WIC-rdw models that goitrous growth requires sustained increased thyroid cell proliferation [28], which may not be present or not be severe or sustained enough to support goitrous growth in our model. Interestingly, while human heterozygous carriers of *TG* mutations do not show signs of disease, in animal models heterozygotes do show thyroid phenotypes. Zhang et al. reported that heterozygous carriers of the *cog* mutation show signs of significant thyrocyte ER stress and individual thyrocyte cell death, which do not seem to affect the integrity of the surrounding thyroid epithelium [29]. Similarly, heterozygotes for the *Tg*^*tdys-Tac*^ mutation show thyroid dysplasia and signs of ER stress. It is possible that thyroids of human heterozygous *TG* mutation carriers show ER stress and follicular cell dysplasia without clinical signs of disease.

Targeted mutant *Tg* mice were generated by the Knockout Mouse Phenotyping Consortium (KOMP) at the Jackson Laboratory using the CRISPR/Cas9 technology (043760 - Strain Details (jax.org); Tg<em1(IMPC)J> Endonuclease-mediated Allele Detail MGI Mouse (MGI:6149762) (jax.org)). The alteration resulted in the deletion of 372 bp, including exon 3 and 274 bp of flanking intronic sequence, and is predicted to cause a change of amino acid sequence after residue 60 and early truncation 17 amino acids later. Phenotypic analyses of *Tg* mutant mice and C57BL6/NJ WT control mice were carried out as part of the International Mouse Phenotyping Consortium (IMPC). *Tg* mutant mice show – beside some relatively subtle behavioral and cardiac phenotypic changes – an improved glucose tolerance and increased fasting circulating glucose levels in comparison to WT controls (https://www.mousephenotype.org/data/genes/MGI:98733; https://phenome.jax.org/komp/genotypes/3199002?study=EAP). However, thyroid histology or testing of the thyroid function was not part of this IMPC phenotyping workflow. Future experiments should address that the introduced genetic mutation resulted indeed into a true null mutation and complete loss of TG function. Also, T3, T4 and TSH levels should be measured in the *Tg* mutant mice, as well as a search for potential compensatory mechanisms to explain those unexpectedly subtle phenotypic changes in the *Tg* mutant mice. Another murine presumably null (nonsense) *Tg* mutation was reported in a study describing a forward genetic ENU mutagenesis screen for recessive mutations affecting Heart Rate (HR) [30]. The existence of this mutation in homozygous state is another piece of evidence that *Tg* null or strong reduction of function mutations are viable.

LINE-1 retrotransposons are one of the most abundant classes of mobile DNA elements that account for approximately 20% of the human genome [11]. A full-length LINE-1 encodes a 5′-untranslated region (5′-UTR), two open reading frames (ORF1 and ORF2) required for retrotransposition, and a 3′-UTR plus a poly-A tract. Recently a third ORF was discovered, namely ORF0, located on the opposite strand of the 5’-UTR [31].

Insertion of retrotransposons into introns of genes can impact gene function in several ways. For example, an intronic LINE-1 insertion can interfere with splicing and induce exon-skipping, an intronic LINE-1 insertion can result in exonization of the LINE-1 sequence and disrupt the endogenous transcript, a LINE-1 can cause exon inversion or exon deletion, and LINE-1 insertions can alter histone modifications affecting transcript levels [32–41]. In the *Tg*^*tdys-Tac*^ model, we show by RT-PCR analysis that skipping of exon 26 takes place when the LINE-1 is present. While the exact mechanism of exon-skipping would need to be investigated in future studies, we hypothesize that the location of the LINE-1 at a distance of 16 base pairs away from the exon 26 splice acceptor site interferes with proper loading of the splicing machinery on the pre-mRNA, but not in all cases. Although the splice acceptor site is still intact, the LINE-1’s location with respect to the splice acceptor site suggests that the branch site sequence might be impacted, which is necessary for proper splicing. The branch site sequence in human splicing does not have a clear consensus sequence [42], but is typically located 20−50 base pairs upstream of the splice acceptor. We hypothesize that due to the LINE-1 insertion’s effect on the branching in intron 25, exon 26 is skipped and branching happens preferentially in intron 26, splicing exon 25 to exon 27. An alternative hypothesis is that due to the LINE-1 insertion, a cryptic splice site is formed, resulting in exonization of a portion of the LINE-1 and intron 25 and likely a non-functional transcript. It has been reported that LINE-1 have multiple splice donor and acceptor sites supporting this hypothesis [14]. Preliminary analysis of the RNAseq reads supports the hypothesis of exon-skipping without significant exonization of the intron due to a cryptic splice site, as intron 25 sequences preceding exon 26 or exon 27 sequences are a small minority of all exon 26 or exon 27 sequences. Future experiments should focus on quantification of the contribution of each exon-skipping mechanism to the *Tg* transcript load.

RT-PCR analysis showed that in heterozygotes approximately 66% of all *Tg* transcripts contain exon 26, whereas in homozygotes approximately 25% of *Tg* transcripts contain exon 26. These data indicate that on the LINE-1 insertion allele, exon 26-skipping is not fully penetrant. This results in a mix of mutant and wild type TG protein being translated, albeit more skewed towards mutant in the homozygotes than in the heterozygotes. The presence of wild type TG in the homozygotes could explain the relatively mild phenotype as compared with other TG mutant rodent models.

Several lines of evidence from our work support the hypothesis that the omission of 64 amino acids encoded by exon 26 of the *Tg* gene promotes protein misfolding and induction of an ER-stress response. Molecular structural analysis revealed an average RMSF of 1.6 Å for the wild type and 2.1 Å for the mutant resulting in greater structural instability despite retention of the overall fold structure. This analysis further illustrated that the tightly packed core in the TG arm region is replaced by large cavities in mutant proteins likely disrupting interactions within the network structure. The modeling is supported by the IHC staining with an anti-thyroglobulin antibody showing basolateral amphophilic accumulation within the ER (confirmed by transmission electron microscopy). The molecular pathway analysis from the transcriptional data provides additional support to the hypothesis of misfolded TG accumulating in the ER leading to a stress response. 

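Outside Table 1, the lists for the unfolded protein response held 43 other genes that could be tested. Of these, 30 were higher in affected mice with an adjusted p under 0.05 and none was lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and their median log2 fold change was 0.82. Under ATF6, *Creld2* rose by a log2 fold change of 3.41 (standard error 0.29, adjusted p = 5.53e-05). *Pdia4*, whose exons overlap another gene on the same strand, rose by 3.00 (standard error 0.25). Under XBP1, *Herpud1* rose by a log2 fold change of 2.27 (standard error 0.34). Under PERK and ATF4, the log2 fold change was 3.50 for *Atf3* (standard error 0.48), 2.57 for *Trib3* (standard error 0.27) and 2.33 for *Slc7a5* (standard error 0.30). For each of these 6 genes, all affected mice lay above all unaffected mice.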

The most significant hits are known regulators of ER stress-induced inflammatory response [43]. For example, calreticulin, an ER resident protein together with calnexin (an ER integral membrane chaperone) and ERp57 (a PDI-like protein resident in the ER), are responsible for quality control and folding in newly-synthesized (glyco)proteins [44,45]. 

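In the thyroids, *Calr*, which encodes calreticulin, had 1266 ± 461 CPM (SD, n = 5) in affected mice and 265 ± 71.2 (SD, n = 7) in unaffected mice. Its log2 fold change was 2.25 (standard error 0.25, adjusted p = 0.000217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pdia3*, which encodes ERp57, had a log2 fold change of 1.85 (standard error 0.22, adjusted p = 0.00034 from the same test), and all affected mice lay above all unaffected mice. *Canx*, which encodes calnexin, changed less, with a log2 fold change of 0.64 (standard error 0.14, adjusted p = 0.00952), and overlapped between the groups.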

Further, the glycosylation of newly-synthesized proteins acts as a signal for enhanced folding and quality control and/or for the degradation of misfolded proteins [46]. Similarly, ER-degradation enhancing α-mannosidase-like (EDEM1) is up-regulated in mutant TG and functions to extract terminally misfolded proteins from the calnexin folding cycle targeting them for ER-associated degradation (ERAD) [47]. 

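*Edem1* (ENSMUSG00000030104) had 114 ± 38.5 CPM (SD, n = 5) in affected mice and 56.0 ± 25.3 (SD, n = 7) in unaffected mice. The log2 fold change was 1.02 (standard error 0.30, adjusted p = 0.0437 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped, and the unaffected B6NTac mouse had the highest value of the unaffected mice. The direction held in all 24 other fits, with log2 fold changes from 0.89 to 1.23. The adjusted p was 0.05 or higher in 16 of these 24 fits and ranged from 0.00503 to 0.156.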

Finally, several heat shock proteins activated in response to environmental stress are modulated in our analysis. This family of proteins are critical to maintaining cellular homeostasis, namely HSP90, is involved in multiple cellular processes including correcting misfolded proteins in the ER [48,49]. 

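Heat shock genes outside the ER rose by smaller amounts. A list of 10 heat shock genes, written as cytosolic, had a median log2 fold change of 0.57 (adjusted p = 0.000516 from camera over 23 lists), and 4 of them were higher with an adjusted p under 0.05 over all genes tested. Of these 4, *Hspd1* and *Hspe1* encode mitochondrial proteins and are in the next list too, so the lists are not independent. Adjusted over the list alone, 8 passed. A list of 8 genes of the mitochondrial unfolded protein response had a median log2 fold change of 0.42 (adjusted p = 0.000769 from camera), and 6 of them were higher, the same number as when adjusted over the list alone. With each mouse left out in turn, both lists still passed, but the number of genes higher was between 2 and 4 for the heat shock list and between 2 and 6 for the mitochondrial list. Both lists passed under fry. With the correlation estimated for each list, the heat shock list passed (adjusted p = 0.0431) and the mitochondrial list did not (adjusted p = 0.389). Of the cytosolic genes called, *Hspa1a* had a log2 fold change of 0.70 (standard error 0.20, adjusted p = 0.037 from edgeR's quasi-likelihood test).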

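*Hsp90b1*, which encodes the HSP90 of the ER, had 2631 ± 991 CPM (SD, n = 5) in affected mice and 425 ± 91.1 (SD, n = 7) in unaffected mice, without overlap. The log2 fold change was 2.63 (standard error 0.24, adjusted p = 7.06e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Part of its exons overlap another annotated gene on the same strand. *Hsp90aa1*, which encodes a cytosolic HSP90, had a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.0109 from the same test) and overlapped between the groups.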

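*Hspa5* had 1658 ± 622 CPM (SD, n = 5) in affected thyroids and 225 ± 75.8 (SD, n = 7) in unaffected thyroids. Its log2 fold change was 2.88 (standard error 0.28, adjusted p = 9.87e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hspa9* had 312 ± 54.8 CPM (SD, n = 5) against 171 ± 27.1 (SD, n = 7), a log2 fold change of 0.87 (standard error 0.13, adjusted p = 0.00116 from the same test). For both genes, every affected mouse lay above every unaffected mouse. With each mouse left out in turn, the log2 fold change stayed between 2.73 and 3.04 for *Hspa5* and between 0.78 and 0.94 for *Hspa9*.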

Small HSPs such as HSPA5 and HSPA9 are up-regulated rapidly in response to protein unfolding pressure [48].

There are no published human analogs of this mutation in the *TG* gene despite many well documented instances of diseases resulting from transposable element insertions [50], numerous mutations resulting in thyroid disease and cancer [51,52], and numerous *TG* mutations causing thyroid disfunction [53]. One reason for this may be that humans have evolved more effective “defense” mechanisms to suppress TE mobilization and/or the relatively rapid generation time in mice allowing more opportunities for LINE-1 activation and random insertional events [54,55]. Another reason might be that the human genome has only ~100 full-length, active LINE-1, while the mouse genome has ~ 3,000. Therefore, the chance that a LINE-1 mobilizes and lands in any gene is much higher in the mouse genome than in the human genome. The relatively subtle physiological effect of the intronic LINE-1 identified in this study can only be recapitulated in human if a similar mutation arises in the human intron 25 causing exon 26-skipping with incomplete penetrance, which to our knowledge has not been identified yet.

In conclusion, we describe the identification and initial characterization of a spontaneous mutation underlying thyroid pathology found in the B6NTac strain. Because the mutation was not fixed in the B6NTac strain, it was removed from all colonies through selective breeding. The *Tg*^*tdys-Tac*^ allele is a novel model for congenital thyroid dysplasia caused by exon 26-skipping due to the presence of an intronic LINE-1.

## Materials and methods

### Animals

All mice were kept in an Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC)-accredited facility at Taconic Biosciences. All procedures were approved by Taconic Biosciences’ Institutional Animal Care and Use Committee (IACUC). All studies were performed in compliance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and the Animal Welfare Act. Mice were fed the NIH 31M Rodent Diet. All mice for this study were derived from the commercial C57BL/6NTac breeding colony and maintained by keeping accurate pedigree records.

All animal procedures conducted at Merck & Co., Inc., Rahway, NJ, USA were approved by the Merck & Co., Inc., Rahway, NJ, USA Institutional Animal Care and Use Committee and conducted in an Association for Assessment and Accreditation of Laboratory Animal Care International–accredited facility in compliance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and the Animal Welfare Act.

Euthanasia was performed by CO_2_ asphyxiation, followed by cervical dislocation, exsanguination via vena cava or cardiac removal following cardiac puncture (for blood serum collection) as a secondary method. This study did not utilize any procedures that may cause more than momentary pain or distress requiring analgesia. At both facilities, standard operating procedures are in place to alleviate animal suffering.

### Histology and immuno-histochemistry and ultrastructure

#### Light microscopic evaluation.

Thyroid glands and pituitary glands were collected from C57BL/6 strain mice, fixed in 10% NBF and processed to paraffin blocks. Animals were obtained from Taconic (B6NTac) and Charles River (B6NCrl). Histologic tissues sections 5 µm thick from paraffin blocks containing thyroid glands were mounted on glass slides and stained using either hematoxylin and eosin or for immunohistochemistry utilizing the Leica BOND RX Automated Research Stainer. Tissue sections for IHC were mounted on plus slides and applied citrate pH6 heat-induced epitope retrieval (HIER). Select mouse thyroids from each vendor were immunohistochemically stained using rabbit anti-thyroglobulin (Abcam ab156008) primary antibody at a dilution of 1:20,000. Anti-thyroglobulin primary antibody binding to thyroid tissue sections were chromogenically visualized using BOND ready-to-use polymer refine detection kit (DAB). Concurrent negative control was achieved by omitting the primary antibody and replacing with rabbit IgG at equivalent concentration. Sections of pituitary gland were stained using the same procedures, but for IHC substituting rabbit anti-TSH-B (Invitrogen PA5–32617) dilution 1:200 for the primary antibody.

#### Ultrastructural evaluation.

The thyroid gland for ultrastructural evaluations were collected by direct placement of the right lobe into 4% paraformaldehyde and 1% glutaraldehyde in 0.1 M phosphate buffer (4F:1G). Approximately, 1 mm^3^ thyroid specimens were post-fixed in 2% osmium tetroxide, then processed and infiltrated with epoxy resin on a Lynx II (Electron Microscopy Sciences) automated tissue processor. Specimens were subsequently embedded in LX-112 epoxy resin (LADD Research Industries) and ultrathin sections were obtained on a Leica EM UC6 ultramicrotome. The sections were stained with 2% uranyl acetate and Reynold’s lead citrate and examined on a 120 kV FEI Tecnai Spirit Biotwin transmission electron microscope (Thermo Fisher Scientific, Inc.). Images were obtained using the Gatan Orius SC1000 Digital CCD camera (Gatan, Inc.) integrated with the transmission electron microscope.

### Serum hormone level measurements and statistical analysis

Whole blood was collected into Microtainer tubes (BD Biosciences) by cardiac puncture, immediately following euthanasia by CO_2_ asphyxiation. Serum was extracted by centrifugation as recommended by the manufacturer and transfer of the upper layer to a fresh tube. The serum was immediately frozen and stored at −80°C. Serum T3 and T4 levels were determined using the DRI Thyroxine assay at IDEXX Laboratories. Levels were imported into GraphPad (Prism) software and groups were compared using one-way ANOVA, followed by the Bonferroni correction for multiple comparisons. Significance was determined at an adjusted p-value of 0.05 or less. To estimate the required sample size for the thyroid hormone measurements, we conservatively estimated the effect sizes, based on another mouse model of hypothyroidism due to *Tg* mutations [28]. For T3, with an effect size of 0.67, standard deviation of 16, difference between the means of 35 and a sample size of minimally 7 per group, the study had 88% (or higher for greater sample sizes) power to reject the null hypothesis at a Bonferroni adjusted p-value of 0.05. For T4, with an effect size of 0.67, standard deviation of 0.8, difference between the means of 1.9, and a sample size of minimally 7 per group, the study had 81% (or higher for larger sample sizes) power to reject the null hypothesis at a Bonferroni adjusted p-value of 0.05. All raw data and statistical analysis have been included in S2 File.

### Genomic and transcriptomic analysis

#### Transcriptional analysis of *Tg* in mouse thyroids.

*Tg* mRNA amplification (~8500 bp) was conducted to identify mutations as there are known genetic mutations associated with phenotypic disorders in mouse and human [8,56]. RT-PCR primers were designed spanning overlapping 2 kb regions of the full-length *Tg* transcript to ensure full coverage. Areas that did not amplify successfully were re-evaluated with RT-PCR primers spanning smaller 1 kb regions. To confirm PCR amplification products the primer-probe assays were validated using thyroid mRNA from C57BL/6 mice from an independent vendor (Charles River Labs, CRL). Transcriptional analysis was performed for thyroids of 5 affected and 5 unaffected C57BL/6 mice from Taconic and 5 from CRL. Total RNA was isolated from thyroid with Applied Biosystems’ MagMax 96 instrument using the MagMax RNA 96 for microarrays kit (PN1839-4). First strand cDNA was generated using Applied Biosystems’ (ABI) High-Capacity cDNA reverse transcription kit (PN43678813). Taq DNA High Fidelity Polymerase was used to perform PCR. Amplification products were visualized using agarose gel electrophoresis.

To evaluate the variant *Tg* transcript level (with and without exon 26), expression analysis by quantitative PCR was performed. Applied Biosystems quantitative PCR assays were selected for exon/exon junctions 24/25 (Mm00447523_m1), 25/26 (Mm00447524_m1), and 26,27 (Mm00447525_m1) of the mouse *Tg* mRNA (RefSeq NM_009375.2) and run according to manufacturer’s recommendations. Variant *Tg* transcript levels were calculated as the ratio of the Ct value for the exon 25–26 and exon 26–27 junctions over the Ct value for the exon 24–25 junction, relative to WT. Normalized (to WT) values were imported into GraphPad (Prism) software and groups were compared using unpaired t-tests.

#### RNA sequencing.

RNA Sequencing was performed on five affected C57BL/6 mice thyroids from Taconic, one KO unaffected animal from Taconic, and six unaffected from Charles River Labs, to provide an mRNA expression-based measurement of responses. The Roche KAPA RNA HyperPrep kit with RiboErase (HMR) KR1351 – v1.16 was used for RNA-Seq library construction from 500 ng of total RNA. Sequencing was performed on the Illumina NextSeq 500 platform using the 75-cycle flow cell. Genome alignment and gene quantitation were performed using OmicSoft Array Studio. Reads were aligned to the Mouse.B39 (Ensembl.R96) genome reference using the OmicSoft Aligner (OSA4). The Ingenuity Pathway Application (version 107193442) was used for pathway analysis on the RNA sequencing data set. The raw RNAseq reads have been uploaded to the Gene Expression Omnibus under accession number GSE298337.

#### Whole genome sequencing.

DNA from five affected and seven unaffected mice livers was subjected to sequencing on an Illumina NextSeq 2000 instrument, employing the Roche KAPA HyperPlus Kit (KR1145 - v8.21), resulting in 2x155nt paired-end reads. For reads derived from exon 25 of *Tg*, a custom python script was used to count the 10 nucleotides found downstream of the 3’ end of exon 25. A custom pipeline was used to detect variants. Analysis methods included not removing PCR duplicates, analyzing all sequenced bases with quality ≥ 20, minimum read coverage was 5, minimum allele fraction was 0.1.

#### Long-read targeted nanopore sequencing.

High molecular weight genomic DNA from a homozygous animal was extracted using the Monarch HMW DNA Extraction Kit (NEB). Long-read targeted sequencing was done as described in Gilpatrick et al. (2020) [57] using the Cas9 Sequencing Kit (Oxford Nanopore). The single guide RNA (sgRNA) used to target the LINE-containing intron in *Tg* were TGAAAGGTAGATCCTCAACCAGG, TATCTGGTGTAATAAGATGGGGG, AGCCACTGAGAATGATTGAGGGG, ATATTGGGAAAAACACACCTTGG. Reads were generated using a MinION flow cell on a nanopore sequencer (Oxford Nanopore) and aligned to the mm10 mouse genome using minimap2 [58]. Location-specific reads were extracted from the alignment file based on chromosomal position of the sgRNA using samtools [59]. Reads were assembled using shasta with default settings allowing a minimal read length of 1,000 [60]. The sequence assembly is provided in S1 File.

#### Genotyping.

Ear pinnae biopsies were collected and processed to extract genomic DNA using a DNEasy kit (Qiagen). An assay was developed for genotyping at the Taconic Molecular Analysis Lab. The following primers were used to amplify the wild type or mutant allele, respectively: WT_F 5’-TGGTGCATGCCCATGAAGAT-3’, MUT_F 5’-GCACCCTCTCACCTGTTCAG-3’, R 5’-GGCAAGCAGACAGTAGGTGT-3’ using HotStarTaq (Qiagen), and the reaction was run using the following cycling conditions: 95C 15:00’; 95C 0:30’, 60C 1:00’, 72C 0:45’ 35x; 72C 5:00’. Following PCR amplification, the reaction mixture was analyzed using LabChip with DNA 5K reagent kits (Revvity). Amplicon identification was performed using LabChip GX Reviewer software (Revvity).

### Molecular modeling of TG

The structure prediction of the mouse TG Arm region (amino acids 1440-2184) with or without the exon 26 deletion (amino acids 1681-1744) was performed through AlphaFold 2 (AF2) monomer implemented in-house on high-performance computing (HPC) clusters [22–24], and the top-ranked models were used. 

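Translation of the annotated transcript Tg-201 with and without exon 26 gave proteins that differ by 64 amino acids. Exon 26 begins within codon 1680 and ends within codon 1744, and 2 placements of the omission give the same protein, amino acids 1680 to 1743 and amino acids 1681 to 1744.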

To examine whether the Arm fragment could be modeled alone, the Arm sequence of human TG was also modeled by AF2, and the output structure closely resembles cryo-EM structure of human TG Arm (fetched from PDB ID: 6SCJ) [22]. Residue-specific pLDDT scores were extracted from output structural models and plotted to compare position-specific prediction confidence and inferred structural disorder. Molecular dynamics simulations were performed on in-house HPC clusters by OpenMM (version 7.7.0) with GPU acceleration (NVIDIA A100 or V100, CUDA Toolkit version 10.2.89) [61,62]. Using AF2-predicted WT and mutant mouse TG Arm fragment, 125 amino acids to the N terminus and 209 amino acids to the C terminus of the exon 26 peptide, corresponding to two domains in direct contact with the excised sequence, were included for simulation with or without the exon 26 peptide. Input structures were first standardized using the “pdbfixer” module of OpenMM, and then prepared under Amber 14 forcefield with Generalized Born (gbn2) implicit solvent, 2 nm non-bonded cutoff, and H bond length constraints. Positional restraints were also placed on Cα atoms of 15 amino acids at the N terminus and 9 amino acids at the C terminus, which correspond to the first secondary structure elements at the two ends (S4 Fig), at 100 kJ·mol^-1^nm^-1^. Simulations were performed using Langevin integrator at 1 ps^-1^ friction coefficient and 2 fs step size. Structures were first energy minimized, and then equilibrated to 300 K in 100 steps before 500 ns of production run. Snapshots were taken every 0.5 ns during production run and stored for trajectory analysis. Five repeated simulations were performed for each structure. Output trajectories were analyzed by CPPTRAJ (Amber 20) on backbone atoms C, CA, N, and O in respect to the first frame to report RMSD and residue-specific RMSF, which were then averaged across all five repeats. CPPTRAJ was also used to calculate average structure for each simulation. Amber topology files for input structures were prepared by MOE (2022.02, CCG) to be used for CPPTRAJ. Cavity analysis was performed on PyMOL (2.3.1, Schrodinger) [63].

## Supporting information

S1 Fig *Tg* RT-PCR from Thyroid RNA. **(A)** Schematic representation of the full-length *Tg* mRNA (solid line) displaying the overlapping amplicons (dashed arrows). **(B)** Gel electrophoresis images showing amplification results of the amplicon covering exon 17–22 (upper panels) and amplicon covering exon 22–32 (lower panels).
(TIF)

S2 Fig Time course thyroid phenotype progression by genotype. Shown are representative microscopic images of H&E-stained thyroid follicular epithelial cells from B6NTac animals WT, HET, or HOM for the LINE-1 in *Tg* at 4 wks, 6 wks, 12 wks, 9 months, and 12 months of age.
(TIF)

S3 Fig Body weight (BW) measurements. BW measurements of B6NTac animals WT, HET and HOM for the LINE-1 in *Tg* at 4 wks, 6 wks, 12 wks, 9 mo and 1 yr of age, split by sex. The data were analyzed by One-way ANOVA with Bonferroni correction. Significance is indicated by * (adj. p < 0.05).
(TIF)

S4 Fig Representative average structure of MD simulation trajectories during production run for WT and mutant mouse TG models. The 15 N-terminal and 9 C-terminal segments with positional restraints placed during simulation were colored as red.
(TIF)

S1 File Consensus sequence assembly of the LINE-1 in intron 25 of mouse *Tg*, derived from long-read sequencing.

S2 File Raw data and statistical analysis for Figs 3, 5 and S3.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

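RNA sequencing of thyroids from 5 affected B6NTac mice, 6 unaffected B6NCrl mice and 1 unaffected mouse of a B6NTac mutant strain was analysed from the deposited gene tables, with 1 library per mouse. The authors aligned the reads and quantified genes in OmicSoft Array Studio against Ensembl's annotation of GRCm38. They deposited estimated counts per gene, which were not normalized, and FPKM values. Between 81.0% and 84.7% of the estimated counts in a mouse, with zeros included, were whole numbers. All 55536 gene identifiers in the tables are in GENCODE release M21, and 55499 have the same chromosome, start and end there. The deposited table marks genes as confounded. All 25349 marked genes lie over another annotated gene on either strand, as do 130 of the 30187 unmarked genes. Whether the authors' counting used the strand is not stated. The paper's text names no test for expression, and the gene sets of the Ingenuity application were not available.

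Estimated counts were rounded to whole numbers. Genes were filtered with edgeR's filterByExpr at its default settings (minimum count 10), which left 19661 genes. Counts were scaled by TMM factors and tested with edgeR's quasi-likelihood test with robust estimation (edgeR 4.0.16, R 4.3.3), affected against unaffected mice, without covariates. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors of log2 fold changes are the fold change divided by the square root of the quasi-likelihood F statistic. CPM values (counts scaled to the library total) are on the TMM scale, and log2 values have a prior count of 2. Error given for a group is the SD between mice. The share of *Tg* was taken from unrounded counts and compared with an exact two-sided permutation test over all splits of 5 against 7 mice.

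Gene lists were tested with limma's camera (limma 3.58.1) on log2 CPM with a preset correlation of 0.01. The 23 lists were written before the data were examined. They cover the genes of Table 1, the ATF6, XBP1 and PERK branches of the unfolded protein response, heat shock (written as cytosolic, with 2 mitochondrial chaperones in it), the mitochondrial unfolded protein response, thyroid function, proliferation, T cells, B cells, macrophages, skeletal muscle, brown and white adipose tissue, parathyroid, C cells, cartilage, airway epithelium, erythrocytes, endothelium, fibroblasts, genes of the Y chromosome, and *Xist*. Because sex is not in the labels, *Xist* was used only as a covariate and no mice were grouped by it. Genes named in the text are *Tg*, the 12 genes of Table 1, *Canx* and *Pdia3*, at most 4 genes per list with the largest absolute change past the threshold, and the 5 largest increases and 5 largest decreases. The last 10 had an average log2 CPM of at least 1 and no overlap between the groups. Other genes named in the closing part were chosen after their values were seen. Some genes that meet these rules are withheld and are not reported here.

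To place the unaffected B6NTac mouse, genes were called between the 5 affected and the 6 B6NCrl mice, and the position of the mouse between the mean of each group was computed per gene. The same was done for each B6NCrl mouse, left out of its own mean and of the calling. The transcript length implied by the tables is the count divided by the FPKM value and by the total count of the mouse. Exons, transcripts and the reading frame of *Tg* were taken from GENCODE release M21 and its transcript sequences.

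The alternatives set before the data were examined were DESeq2 1.42.0 (size factors and Wald test), library totals without TMM factors, library totals without *Tg*, upper-quartile factors, no filter on low counts, at least 10 counts in every mouse, only the 6 B6NCrl mice as controls, limma on log2(FPKM + 1) or log2(FPKM + 0.1) with a mean FPKM of at least 0.5, limma on log2(FPKM + 1) without that filter, *Xist* as a covariate, 1 surrogate variable (sva 3.50.0), a minimum change of 1 log2 unit, and leaving out each mouse. Fold changes from FPKM are on the log2(FPKM + pseudocount) scale, which understates changes of low genes. For gene lists, fry and an estimated correlation were also tried. Some alternatives were added later, namely the permutation test of list means, the mean of the T cell list as a covariate, and the fits for the implied length.

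The test was checked on simulated counts for 19661 genes with the means, dispersions and library sizes of the real mice. Of 200 genes changed in the simulation, 76.5% were recovered, with 69% of those changed by 2-fold and 84% of those changed by 4-fold. Of the calls, 3.16% were genes that had not been changed. A mouse simulated halfway between the groups was placed at a median of 0.52.

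Serum T4 and body weight in S2 File were compared between genotypes with permutation tests of the difference in means. These were exact where a group had fewer than 10 mice and otherwise used 100000 resamples, with Bonferroni correction over 3 comparisons. The raw RNA sequencing reads, which the paper states were deposited, and the whole genome sequencing were not among the files used here, so exon junctions were left out.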

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

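Most of the tests below were chosen after the result they bear on had been seen. The exceptions, set beforehand, are the splits of the mice for the numbers of genes, Table 1 genes and lists, the fits without single mice and with *Xist*, the library totals without *Tg*, and the number of genes detected. The implied length was itself chosen after values had been seen, and only its comparison across genes was predicted before it was run. Total counts, the *Tg* share, the implied *Tg* length, 15 genes and 23 lists were searched for a mouse far from the others of its group. Of the 82 groups of values, 6 held such a mouse, and chance alone gives about 4.1.

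The unaffected B6NTac mouse (replicate 14) had a total of 11434901 counts, against 18103710 to 22401136 in the other unaffected mice. The lower total is not the source of the genes changed, since 2161 genes passed the threshold without this mouse, against 2699 with it. The same mouse lay far above the other unaffected mice for 2 lists. Its mean was 7.45 log2 CPM for the erythrocyte list, against 4.61 to 5.77 in the other unaffected mice, and 1.25 for the cartilage list, against 0.63 to 0.89. No explanation was tested for these values, and with 1 mouse of its strain no biological one can be.

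Affected replicate 1 had a mean of 4.51 log2 CPM for the B cell list, against 0.76 to 1.27 in the other affected mice and 1.31 to 2.34 in unaffected mice. Without this mouse, the median log2 fold change of the list went from 0.41 to -1.04 (adjusted p = 0.0116 from camera), and over the 12 fits that each left out a mouse it was between -1.04 and 0.61. More B cells or plasma cells were considered as a source of the higher Table 1 genes. On the B cell list, of which 5 genes could be tested, 4 of the 5 affected mice lay below every unaffected mouse. The highest of these 4 was at 1.27, so the values argue against more B cells in them. No list of plasma cell genes was tested, so more plasma cells stay open. The source of the B cell genes in the affected replicate 1 was not tested.

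Affected replicate 4 had a mean of 1.92 log2 CPM for the parathyroid list, against 7.51 to 8.56 in the other affected mice. *Pth* had 0.723 CPM in this mouse and between 1656 and 3934 in the other 11 mice. *Chga* had 16.9, against 1818 to 5121, and *Gcm2* had none, against 26.6 to 55.1. A failed library is argued against, since 27689 genes had at least 1 count in this mouse, within the range of 26920 to 29160 over the 12 mice. Parathyroid glands that were not taken with the thyroid of this mouse are a candidate explanation that stays open. It predicted that every abundant gene of the list would fall by more than 4 log2 units, while only 2 abundant genes of the list did so, and *Casr* fell by 2.90 from the median of the other mice. No biological explanation was tested.

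Affected replicate 3 had a mean of 4.65 log2 CPM for the cartilage list, against 0.04 to 1.06 in the other affected mice. Without this mouse, the median log2 fold change of the list went from 1.70 to -0.11. No explanation was tested for it.

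Outside Table 1, 2687 genes changed between affected and unaffected mice. Of 100 splits of the 12 mice into 5 and 7 (the real split and 99 others), 1, the real one, gave as many genes with an adjusted p under 0.05, and the largest number in another split was 2. Different numbers of males and females are not the source of most of these genes, because 2357 of the 2699 genes still passed with *Xist* as a covariate. Skeletal muscle taken with some thyroids stays open. Its abundance differed widely between mice, with *Ttn* at 0.00212% to 6.38% of all counts. None of the genes of the skeletal muscle list was among those called (0 of 12, adjusted p = 0.609 for the list from camera). The list mean ranged from 0.34 to 10.59 log2 CPM in affected mice and from -1.17 to 9.48 in unaffected mice. With that spread a call was unlikely in any case, so these values cannot exclude an effect of muscle on other genes. No fit had the muscle list as a covariate. For the Table 1 genes alone, 1 of the 100 splits, the real one, gave as many of the 12 genes higher, and no other split gave any. A smaller share of *Tg* counts that leaves more counts to other genes is not the source for most of them, because 11 of the 12 still passed with library totals without *Tg*. *Edem1* did not (adjusted p = 0.1, and 0.00503 to 0.156 over all alternatives). Colony rather than phenotype cannot be told apart from these data. The unaffected B6NTac mouse lay at 0.0555 on the Table 1 genes, near the B6NCrl mice, but it is a single mouse of another strain.

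Among genes of the unfolded protein response lists outside Table 1, 30 of 43 were higher in affected mice and none was lower. Choice of the Table 1 genes on these same libraries is therefore not the source of the higher expression of the pathway. Both sets share the open explanations of colony against phenotype given for the unaffected B6NTac mouse.

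The *Tg* length implied by the FPKM values differed by -621.8 bp between affected and unaffected mice. Of all splits of the mice, 1, the real one, gave a difference as large. A smaller number of *Tg* counts in affected mice is argued against, because the affected mice differed by 186.3 bp among themselves, and 3 of them had *Tg* counts within the range of the unaffected mice and still the shorter length. A difference in read coverage over the whole affected libraries stays open. Among the other genes with several transcripts, 48 moved as far without overlap between the groups, more than the share set for its absence before this comparison was run, and the median over all splits was 5. Reads counted on annotated *Tg* transcripts that join exon 25 to exon 27 are a candidate explanation, since 2 such transcripts are annotated and both are shorter than Tg-201. The tables do not show how counts were divided among transcripts.

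Macrophage genes were higher in affected mice, with a median log2 fold change of 0.69 over 10 genes (adjusted p = 4.28e-06 from camera, 0.00846 from fry, and 0.0124 from an exact permutation test of the list means). With the correlation estimated for the list, the adjusted p was 0.325. *Lyz2* had a log2 fold change of 1.73 (standard error 0.23, adjusted p = 0.000667 from edgeR's quasi-likelihood test) and was higher in 5 of 5 affected mice than in any unaffected mouse. A larger share of all cells other than follicular cells is argued against, because the macrophage list rose by 0.86 log2 units more than the endothelium list (exact permutation test, p = 0.00884). Relative to the fibroblast list it rose by 0.55 (exact permutation test, p = 0.0505). More macrophages, or higher expression of these genes in the same cells, stay open as hypotheses.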

How the results depend on the processing

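The direction of every Table 1 gene held under all alternatives, and between 10 and 12 of the 12 genes passed the threshold in each. Under all 24 other fits, 10 of the 12 genes kept an adjusted p under 0.05. The exceptions were *Edem1*, as given beside its claim, and *Syvn1*, whose adjusted p was 0.0657 with FPKM values and no filter on low values. The share of *Tg* stayed lower in affected mice with p under 0.05 in all alternatives (exact permutation tests). The difference was between -9.03 and -5.63 percentage points for counts. It was -2.33 for FPKM values, of which *Tg* makes up a smaller share in both groups. The median position of the unaffected B6NTac mouse stayed between -0.0054 and 0.0627. The difference in the implied *Tg* length stayed between -634.6 and -588.0 bp.

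The number of genes changed was 3595 with DESeq2 (2046 higher and 1549 lower), of which 2672 were among the 2699 genes called by edgeR. It was 1445 (784 higher and 661 lower) with limma on log2(FPKM + 1) without a filter. With the filter on FPKM, 986 genes were higher with a pseudocount of 1 and 984 with a pseudocount of 0.1. A minimum change of 1 log2 unit left 498 genes (309 higher and 189 lower), because it removes genes with smaller changes. Scaling moved the balance of directions. Of the genes changed, 55.6% were higher with TMM, 43.2% with upper-quartile factors, and 26.1% (607 higher and 1720 lower) with library totals without *Tg*, where the median log2 fold change of all genes was -0.13 in place of 0.0052. Apart from the minimum change, the cause was not tested. Across the 12 fits that each left out a mouse, between 1774 and 3390 genes changed, between 1002 and 1872 were higher and between 746 and 1518 were lower. The lowest counts came without affected replicate 5 (1774 genes, 772 lower) and without unaffected replicate 24 (746 lower), and without affected replicate 3 there were 775 lower.

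The log2 fold change of *Tg* was between -0.67 and -0.36 across the fits that each left out a mouse. It passed the threshold only without affected replicate 4 (-0.67, adjusted p = 0.0306). The adjusted p was between 0.0747 and 0.907 in the other 23 fits. The cause was not tested.

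With the correlation estimated for each list in place of camera's preset value, 2 lists passed the threshold in place of 8. The adjusted p became 0.0549 for the Table 1 list (median log2 fold change 1.72), 0.151 for the ATF6 list (2.31), 0.151 for the XBP1 list (0.64) and 0.389 for the mitochondrial list (0.42). The cause was not tested. Of the 100 splits of the 12 mice, 70 gave at least 8 lists with an adjusted p under 0.05, and other splits had a median of 10. The number of lists called by camera is thus no larger than other groupings of the same mice give. In the permutation test of list means, chosen after this was seen, 7 of the 23 lists passed, and fibroblasts did not.

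Lists that did not pass the threshold changed direction in some fits. The proliferation list had a median log2 fold change of 0.13 with only the 6 B6NCrl controls and of 0.24 with the T cell list mean as a covariate, in place of -0.15, and between -0.27 and 0.13 over the fits that each left out a mouse. The parathyroid list had 0.0598 with only the 6 B6NCrl controls, in place of -0.0573, and between -0.28 and 0.28 when mice were left out. The skeletal muscle list had -0.63 with *Xist* as a covariate, in place of 0.43, and between -3.60, without affected replicate 6, and 0.89. The B cell list lay between -1.04 and 0.61, and the cartilage list between -0.11 and 1.97. Their causes were not tested. The fit with *Xist* as a covariate gives no value for *Xist* itself.

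Among single genes named in the text, 33 of 50 kept their direction and their side of the threshold in all fits. The others gave 150 values that no longer passed the threshold, 79 of them with a mouse left out. For the 17 lists other than those of protein folding stress, 12 values no longer passed and 11 newly passed with the direction of their median kept. The B cell list also passed without affected replicate 1, with its median reversed (-1.04, adjusted p = 0.0116 from camera).

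In S2 File, without the Bonferroni correction, the difference in T4 at 12 months between HET and HOM mice (-0.822) had p = 0.0412, and the weight difference between WT and HET females (2.05) had p = 0.028 (exact permutation tests). Without WT replicate 4, the difference between WT and HET females (2.41) passed after the correction (p = 0.0485, exact permutation test). With single females left out, the weight difference was between 1.74 and 2.41 for WT and HET, between 1.78 and 2.44 for WT and HOM, and between -0.233 and 0.21 for HET and HOM. With 1 mouse fewer, WT and HOM females cannot pass the threshold after correction, so these fits say nothing on its stability.

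No paired analysis was possible because affected and unaffected mice share no replicate numbers.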

Differences from the paper's values

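The paper's Table 1 gives fold changes for unaffected against affected mice, and all 12 were larger in size here. For 9 genes the difference was larger than the standard error on the log2 scale. On the paper's scale, the value was -7.37 for *Hspa5* against the paper's -4.2, -6.20 for *Hsp90b1* against the paper's -4.1, and -6.09 for *Ddit3* against the paper's -3.6. It was -5.18 for *Pdia6* against the paper's -3.7, -4.77 for *Calr* against the paper's -3.3, and -3.94 for *Sel1l* against the paper's -3.2. It was -2.76 for *Dnajb9* against the paper's -2.3, -2.61 for *Dnajc3* against the paper's -2.2, and -2.52 for *Syvn1* against the paper's -1.9. None of the alternatives set before the data were examined closed the gap for *Hspa5*, *Hsp90b1*, *Ddit3*, *Pdia6*, *Calr* or *Sel1l*. With limma on FPKM values, under any of the 3 settings, and without affected replicate 5, the gap closed for *Dnajb9*, *Dnajc3* and *Syvn1*. It also closed for *Dnajb9* and *Dnajc3* with library totals without *Tg*, for *Dnajc3* and *Syvn1* without affected replicate 3, for *Dnajb9* without affected replicate 4, and for *Syvn1* with *Xist* as a covariate. It did not close under the others.

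The adjusted p-values from edgeR's quasi-likelihood test were all larger than the paper's false discovery rates. They were 5.36e-05 for *Sel1l* against the paper's 1.6E-24, 7.06e-05 for *Hsp90b1* against the paper's 1.3E-24, and 8.67e-05 for *Pdia6* against the paper's 1.3E-21. They were 9.87e-05 for *Hspa5* against the paper's 5.5E-22, 0.00017 for *Ddit3* against the paper's 4.2E-17, and 0.000217 for *Calr* against the paper's 5.0E-16. They were 0.000563 for *Dnajc3* against the paper's 2.7E-10, 0.000584 for *Dnajb9* against the paper's 3.1E-10, and 0.000753 for *P4hb* against the paper's 6.3E-09. They were 0.00116 for *Hspa9* against the paper's 1.5E-07, 0.00961 for *Syvn1* against the paper's 1.0E-04, and 0.0437 for *Edem1* against the paper's 1.0E-04. DESeq2's Wald test gave adjusted p-values between 1.24e-27 for *Sel1l* and 0.00503 for *Edem1*. For every gene but *Edem1*, the lowest adjusted p over the alternatives was smaller than the paper's value, so the direction of the gap depends on the test. None of the alternatives set before the data were examined came within 1.5 times the paper's value for any gene.

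For serum T4 at 12 months in S2 File, the permutation test gave an adjusted p of 6e-05 for WT and HET mice against the paper's 0.0001, and of 0.0128 for WT and HOM mice against the paper's 0.008 (100000 resamples for the former and an exact permutation test for the latter). With rank sums, these were 0.00096 and 0.0466, and without the correction 2e-05 and 0.00425. No alternative set before the data were examined closed the gap for WT and HOM mice. For WT and HET mice, the uncorrected p lies near 1e-05, the smallest that 100000 resamples allow. The resampling is therefore too coarse to tell 6e-05 from the paper's value.

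The running text of the paper's results describes the 7 unaffected mice of the RNA sequencing as B6NCrl. The caption of Fig 1 names unaffected B6NTac samples as well, and the methods and the labels give 6 mice from Charles River and 1 from Taconic. For female weight at 12 weeks, the text names HOM mice as different from WT, and the statistics in S2 File mark WT and HET instead. From the values in that file, the adjusted p was 0.0476 for WT and HOM and 0.0839 for WT and HET (exact permutation tests with Bonferroni correction), and the latter fell under 0.05 when WT replicate 4 was left out.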

Other observations

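Most kinds of test in this part were chosen after the values had been seen. The exceptions, set beforehand, are edgeR's test, camera on the gene lists, the fits without single mice or TMM factors, and the serum hormone tests. The fit with the T cell list mean as a covariate and the permutation test of list means were added later.

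*Tg* made up a smaller share of counts in affected mice. Other tissue taken with the thyroid, which dilutes all thyroid RNA, is argued against as the whole cause, because *Tg* fell by 0.5985 log2 units (a difference of -0.5985) relative to the other thyroid function genes. The thyroid function list itself did not differ (median log2 fold change -0.29, adjusted p = 0.186 from camera), and its members moved apart, with 2 higher and 3 lower. This call rests on single mice. Without affected replicate 4 the list passed (-0.37, adjusted p = 0.0146, with 2 higher and 6 lower), and without affected replicate 5 it passed as well (adjusted p = 0.0461). *Slc26a4* had a log2 fold change of 3.69 at low expression, with at most 77 counts in an affected and 6 in an unaffected mouse. *Pax8* had a log2 fold change of -0.81 (adjusted p = 0.0158 from edgeR's quasi-likelihood test).

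On the 2161 genes called between affected and B6NCrl mice, the unaffected B6NTac mouse had a median position of 0.0101, where 0 is the mean of the B6NCrl mice and 1 that of the affected mice. The B6NCrl mice, each left out of its own mean and of the calling, lay between -0.0532 and 0.2149. With a single mouse there is no test.

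T cell genes were high in 2 unaffected mice, replicates 14 and 21. Their means for the list were at least 5.64 log2 CPM, against at most 3.06 in the other 10 mice, and *Cd8a* was at 91.8 and 81.1 CPM. Thymus tissue taken with these thyroids may explain this, since the mean of the proliferation list was also highest in these mice, at 2.67 or more, against at most 1.75 in the other 10 mice. A lymph node or T cells within the thyroid were not tested.

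The paper discusses proliferation of follicular cells. The proliferation list did not differ between the groups, with a median log2 fold change of -0.15 (adjusted p = 0.606 from camera, whose direction was up), and 0 of 18 genes passed the threshold. The difference of the list means was 0.26, so the median and the mean point opposite ways. This median is pulled down by the 2 unaffected mice with high T cell genes, which had the highest values. The list means were between 1.45 and 1.75 log2 CPM in affected mice and between 0.65 and 0.89 in the other 5 unaffected mice. Affected replicates 4, 5 and 6 had T cell means between -0.80 and -0.43, within the range of those 5 mice (-0.99 to -0.16), so T cells do not account for their higher proliferation means. With the T cell list mean accounted for in all 12 mice, affected mice were higher by 1.03 CPM on a linear scale (exact permutation test, p = 0.00379) and by 0.35 on the log2 scale (exact permutation test, p = 0.129). Affected replicates 4, 5 and 6 had proliferation means of 1.45 to 1.74 log2 CPM, against 0.65 to 0.89 in those 5 unaffected mice. These values argue against no rise of the list in these affected mice, which were picked by T cell means already seen. Over all 12 mice, more dividing cells in affected thyroids cannot be told apart from no rise. The result there depends on the scale on which T cells are removed. Thymus tissue that hides a rise in affected mice stays open too. With the mean of the T cell list as a covariate, the median log2 fold change was 0.24 (adjusted p = 0.128 from camera), and 2 of 18 genes were higher.

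The other lists did not pass under both camera and the permutation test. The median log2 fold change was -1.84 for T cells (adjusted p = 0.812 from camera), 0.41 for B cells (0.781), 0.43 for skeletal muscle (0.609), 1.12 for brown adipose tissue (0.137) and 0.50 for white adipose tissue (0.491). It was -0.0573 for parathyroid (0.404), -0.32 for C cells (0.144), 1.70 for cartilage (0.38), 3.10 for airway epithelium (0.0588) and 0.64 for erythrocytes (0.261). It was 0.15 for endothelium (0.965), 0.38 for fibroblasts (0.0455, and 0.28 from the permutation test), -0.76 for genes of the Y chromosome (0.609) and 0.34 for *Xist* (0.812). For B cells and skeletal muscle the median and the test point opposite ways, since camera's direction was down and the differences of the list means were -0.11 and -0.86. Several of these calls rest on single mice. The airway epithelium median fell to 0.47 without affected replicate 3, and the list passed without affected replicate 1 (adjusted p = 0.00599), without affected replicate 5 (0.0295) and without TMM factors (0.0378). The erythrocyte list passed without the unaffected B6NTac mouse (1.22, adjusted p = 0.0357) and without affected replicate 5 (0.0496). Without affected replicate 4, the C cell list (-0.70, adjusted p = 0.00319) and the brown adipose list (1.42, 0.00544) passed, and the latter also did without affected replicate 3 (0.0326). The fibroblast list no longer passed in 7 of the 12 fits that each left out a mouse. *Xist* was between 11.2 and 1918 CPM in affected mice and between 17.6 and 2088 in unaffected mice. *Muc5b* made up 3.46% of all counts in unaffected replicate 23 and at most 0.0181% in the other mice.

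From the values in S2 File for 12 months of age, serum T4 was 4.99 ± 0.777 (SD, n = 10) in WT, 3.88 ± 0.453 (SD, n = 19) in HET and 3.06 ± 1.56 (SD, n = 8) in HOM mice, in the unit of that file. HET mice differed from WT by -1.11 and HOM mice by -1.93. HOM differed from HET by -0.822 (exact permutation test, p = 0.0412, and 0.124 after Bonferroni correction). The statistics printed beside these values in the file repeat those of T3. At 12 weeks, females weighed 19.9 ± 1.09 (SD, n = 5) in WT, 22.0 ± 1.59 (SD, n = 8) in HET and 22.0 ± 0.625 (SD, n = 4) in HOM.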
